# The Tbx20-TLE interaction is essential for the maintenance of the second heart field

**DOI:** 10.1242/dev.201677

**Published:** 2023-10-30

**Authors:** Whitney Edwards, Olivia K. Bussey, Frank L. Conlon

**Keywords:** Tbx20, Groucho, TLE, Heart development, Second heart field, Cardiac, Mouse

## Abstract

T-box transcription factor 20 (Tbx20) plays a multifaceted role in cardiac morphogenesis and controls a broad gene regulatory network. However, the mechanism by which Tbx20 activates and represses target genes in a tissue-specific and temporal manner remains unclear. Studies show that Tbx20 directly interacts with the Transducin-like Enhancer of Split (TLE) family of proteins to mediate transcriptional repression. However, a function for the Tbx20-TLE transcriptional repression complex during heart development has yet to be established. We created a mouse model with a two amino acid substitution in the Tbx20 EH1 domain, thereby disrupting the Tbx20-TLE interaction. Disruption of this interaction impaired crucial morphogenic events, including cardiac looping and chamber formation. Transcriptional profiling of Tbx20^EH1Mut^ hearts and analysis of putative direct targets revealed misexpression of the retinoic acid pathway and cardiac progenitor genes. Further, we show that altered cardiac progenitor development and function contribute to the severe cardiac defects in our model. Our studies indicate that TLE-mediated repression is a primary mechanism by which Tbx20 controls gene expression.

## INTRODUCTION

Embryonic heart development requires intricate regulation of transcription factor (TF) networks (TRNs) that coordinate cardiac cell specification, maturation and progression of crucial morphological events (Akerberg and Pu, 2020; Firulli and Thattaliyath, 2002; Kathiriya et al., 2015; McCulley and Black, 2012; Stennard and Harvey, 2005). The essential requirement for cardiac TRNs is emphasized by the fact that mutations in a multitude of cardiac transcription factors are causative in congenital heart disease (CHD), the most common congenital malformation (Hoffman and Kaplan, 2002; Pierpont et al., 2018; van der Linde et al., 2011). Clinical and genetic studies provide direct evidence that mutations in T-box transcription factor 20 (TBX20) are associated with a range of cardiac abnormalities (Chen et al., 2021; Kirk et al., 2007). Loss-of-function mutations in TBX20 are associated with atrial septal defects (ASDs), valve disease, cardiomyopathy and Tetralogy of Fallot (i.e. pulmonary outflow tract obstruction, ventricular septal defect and overriding aortic root) (Huang et al., 2017; Liu et al., 2008; Monroy-Muñoz et al., 2015; Qian et al., 2008; Zhao et al., 2016). In addition, gain-of-function mutations are associated with diverse clinical phenotypes, including ASDs, valve defects and patent foramen ovale (Posch et al., 2010).

Tbx20 is expressed in several cardiac cell lineages during embryogenesis, including the first heart field (FHF) and second heart field (SHF) cardiac progenitors, endocardial cells and cardiomyocytes (Carson et al., 2000; Kraus et al., 2001). Expression of Tbx20 in all major cardiac lineages explains the findings that Tbx20 is involved in numerous developmental processes during embryonic heart development. Global loss of Tbx20 in zebrafish, *Xenopus* and mice results in similar phenotypes in which cardiac looping is impaired and hearts fail to undergo chamber formation (Brown et al., 2005; Cai et al., 2005; Singh et al., 2005; Stennard et al., 2005; Szeto et al., 2002; Takeuchi et al., 2005).

In addition, cardiac lineage-specific knockouts reveal that Tbx20 is required for the proliferation and maturation of both the myocardium and endocardial-derived primordial valves (cushions) (Boogerd et al., 2016, 2018; Cai et al., 2013). Clinical observations and animal model studies highlight an essential and evolutionarily conserved function for Tbx20 in cardiac development. However, the mechanisms by which Tbx20 orchestrates these diverse developmental processes during cardiogenesis are enigmatic.

Identifying the molecular mechanisms by which Tbx20 regulates heart development is complex because Tbx20 acts as both a transcriptional activator and a repressor (Sakabe et al., 2012). Tbx20 interacts with a network of protein complexes that dictate its transcriptional activity in a temporal and context-dependent manner. *In vitro* studies show that Tbx20 interacts with a network of cardiac TFs, including Tbx5, Nkx2.5, Gata4 and Casz1, to synergistically regulate cardiac gene expression (Brown et al., 2005; Kennedy et al., 2017; Stennard et al., 2003). However, only a few interactions have been confirmed and characterized *in vivo*. Furthermore, the complete network of proteins that Tbx20 interacts with during embryonic heart development remains elusive.

Kaltenbrun et al. used an unbiased proteomics approach to identify a comprehensive Tbx20 interactome. These studies suggest that Tbx20 mediates transcriptional repression of downstream target genes via its interaction with Transducin-like Enhancer of Split (TLE) proteins, a family of transcriptional corepressors (Kaltenbrun et al., 2013). The TLE family members are the vertebrate orthologs of the *Drosophila* Groucho (Gro) protein. TLE/Gro family members perform essential functions in diverse developmental processes through their interaction with a myriad of transcription factor families (i.e. Hes, Runx, Nkx and Fox) (Agarwal et al., 2015; Chen and Courey, 2000; Cinnamon and Paroush, 2008; Fisher and Caudy, 1998; Paroush et al., 1994). TLE/Gro proteins are proposed to mediate transcriptional repression by multiple mechanisms, including the recruitment of chromatin remodeling proteins such as histone deacetylases (HDACs) to target gene loci (Chen et al., 1999; Kaltenbrun et al., 2013). Tbx20 was shown to interact directly with TLE1/3 via an evolutionarily conserved N-terminal engrailed homology (EH1) binding motif. In addition, the Tbx20-TLE interaction mediates the recruitment of chromatin remodeling proteins, including several members of the nucleosome remodeling and deacetylase complex (NuRD) (i.e. Mta1, Rbbp4, Rbbp7 and Hdac2). Further, the study by Kaltenbrun et al. demonstrated that the Tbx20-TLE complex was required for transcriptional repression during *Xenopus* embryogenesis (Kaltenbrun et al., 2013). This study provides evidence that the Tbx20-TLE interaction mediates transcriptional repression; however, the function and requirement for this interaction in cardiac development have not been elucidated.

To investigate the function of the Tbx20-TLE complex in cardiogenesis, we generated a novel mouse model in which a two amino acid substitution was introduced into the Tbx20 EH1 domain (Tbx20^EH1Mut^), thereby disrupting the Tbx20-TLE interaction. Using this model, we demonstrate that the Tbx20-TLE interaction is essential for embryonic heart morphogenesis, as mutant mice displayed impaired cardiac looping and chamber formation, resulting in embryonic lethality. Our transcriptional profiling of Tbx20^EH1Mut^ hearts and analysis of Tbx20 direct targets revealed misexpression of the retinoic acid (RA) pathway and cardiac progenitor genes, which implied that the Tbx20-TLE interaction inhibits cardiac progenitor programs in the developing heart. In addition, our studies suggest that altered cardiac progenitor specification and impaired cardiomyocyte differentiation significantly contribute to Tbx20^EH1Mut^ cardiac defects. Collectively our studies define a function for the Tbx20-TLE interaction in the developing heart and suggest that a TLE-mediated repression program is a primary mechanism by which Tbx20 regulates heart development.

## RESULTS

### The Tbx20-TLE complex is required for cardiac development

In previous studies, we demonstrated that a two amino acid substitution (phenylalanine 18 and serine 19 to leucine and isoleucine, respectively) was sufficient to specifically disrupt the Tbx20-TLE interaction and impair the recruitment of chromatin remodeling proteins (Kaltenbrun et al., 2013). To determine the *in vivo* relevance of the Tbx20-TLE interaction in the developing heart, we used CRISPR/CAS9 genome editing to introduce the same mutation in the mouse germline (Fig. 1A). Mice heterozygous for the EH1 amino acid substitutions (Tbx20^+/EH1Mut^) were viable, fertile and phenotypically indistinguishable from control littermates. In contrast, we failed to recover homozygous (Tbx20^EH1Mut^) mice postnatally (Fig. S1C). Immunohistochemical analysis showed that Tbx20 was expressed in the heart and localized to the nucleus in wild-type and Tbx20^EH1Mut^ embryos (Fig. S1A,B). In addition, mutation of the Tbx20 EH1 domain did not appear to affect binding of Tbx20 to other crucial cardiac transcription factors such as Nkx2.5 (Fig. S1D,E) (Stennard et al., 2003).

**Fig. 1.**
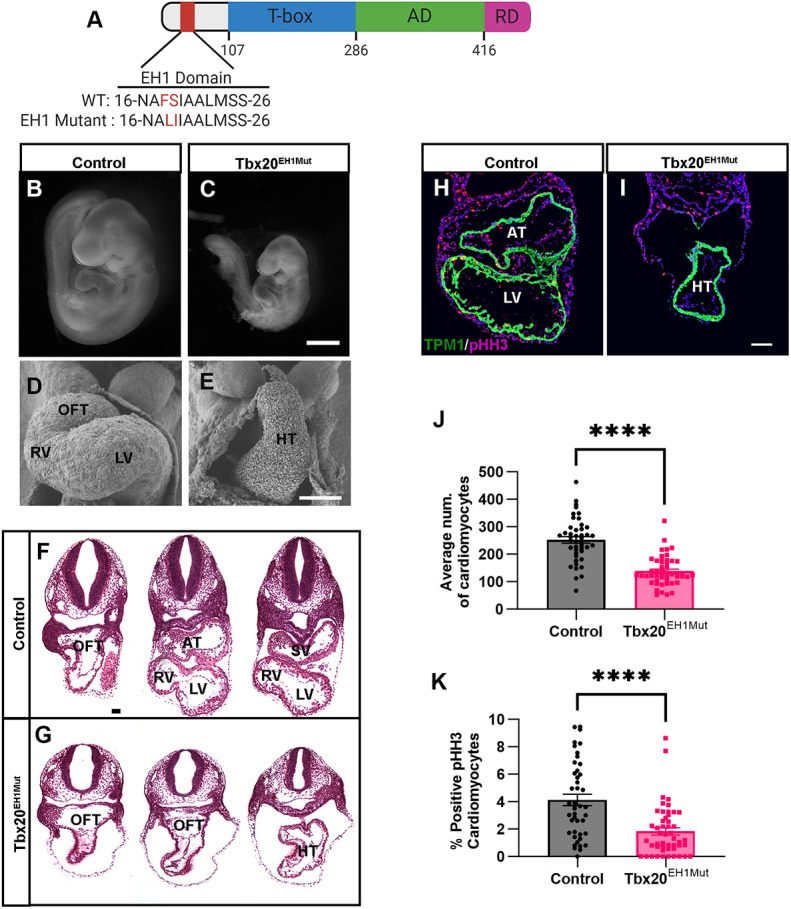
**The Tbx20-TLE complex is required for cardiac development.** (A) Schematic of Tbx20 protein, showing the wild-type and mutant engrailed homology (EH1), T-box, activation (AD) and repression (RD) domains. (B,C) Whole-mount imaging at E9.5 showing growth retardation and altered cardiac morphology in Tbx20^EH1Mut^ embryos (C) compared with control (B). *N*≥3 per genotype. (D,E) Scanning electron microscopy analysis at E9.5 reveals impaired cardiac looping and chamber formation of Tbx20^EH1Mut^ hearts. 400× magnification. *N*=2 per genotype. (F,G) Hematoxylin and Eosin-stained transverse sections representing the anterior, middle and posterior regions of E9.5 control and Tbx20^EH1Mut^ hearts. *N*=3 per genotype. (H,I) Immunohistochemical analysis of phosphohistone-H3 (pHH3)-positive cardiomyocytes (Tropomyosin; TPM1) reveals a significant decrease in the cardiomyocyte mitotic index in Tbx20^EH1Mut^ hearts. (J) Quantitation of the average number of cardiomyocytes in control and Tbx20^EH1Mut^ hearts at E9.5 (*N*=3-4 per genotype, *n*=11-16 sections analyzed per animal). (K) Quantitation of cardiomyocyte mitotic index in control and Tbx20^EH1Mut^ hearts at E9.5 (*N*=3-4 per genotype, *n*=11-16 sections analyzed per animal). Data are mean±s.e.m. ****P≤0.0001 (Welch's *t*-test). AT, atria; HT, heart tube; LV, left ventricle; OFT, outflow tract; RV, right ventricle; SV, sinus venous. Scale bars: 500 µm (B,C); 66 µm (F,G); 100 µm (D,E,H,I).

Gross morphological analysis of Tbx20^EH1Mut^ embryos at embryonic day (E)9.5 revealed that mutant embryos displayed pericardial edema and hemorrhaging (Fig. 1B,C). Ultrastructural imaging analysis (scanning electron microscopy; SEM) showed that Tbx20^EH1Mut^ hearts initiated heart tube formation but failed to undergo cardiac looping or cardiac chamber formation (Fig. 1D,E). Further, in contrast to wild-type embryos, Tbx20^EH1Mut^ hearts failed to form identifiable cardiac regions or chambers, including the outflow tract (OFT), left and right ventricles, and atria (Fig. 1F,G). Moreover, the Tbx20^EH1Mut^ cardiac phenotype was accompanied by a significant decrease in cardiomyocyte number (Tropomyosin^+^; TPM1^+^) and a concomitant decrease in the mitotic index (pHH3^+^/TPM1^+^) (Fig. 1H-K). In addition, although endocardial cells were present in the mutant heart, the endocardial cushions were not identifiable, suggesting that impaired endocardial cell development may contribute to the Tbx20^EH1Mut^ phenotype (Fig. 1G; Fig. S1B). Taken together, these data revealed that the Tbx20-TLE interaction is required for heart formation and viability.

### TBX20-TLE complex represses RA signaling genes

TLE proteins function as transcriptional corepressors; therefore, we hypothesized that the Tbx20-TLE interaction represses inappropriate gene expression in the developing heart (Agarwal et al., 2015; Chen and Courey, 2000; Chen et al., 1999; Cinnamon and Paroush, 2008). To test this hypothesis, we conducted transcriptional profiling (RNA-seq) on wild-type and Tbx20^EH1Mut^ hearts at E9.5. This analysis identified 2218 differentially expressed genes (DEGs; adjusted *P*-value≤0.05 and log2 fold change≥±1), of which 1363 genes were significantly upregulated and 855 genes were significantly downregulated in Tbx20^EH1Mut^ hearts compared with controls (Fig. 2A). 

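Bulk RNA-seq measured messenger RNA from whole hearts of mouse embryos at embryonic day 9.5. Each of the 8 libraries came from 3 pooled hearts, with 4 libraries from wild-type and 4 from homozygous Tbx20 EH1Mut embryos. The RNA was poly-A selected, and the libraries were made, sequenced and first analysed at a sequencing company. The authors deposited 1 table per library with the unnormalized number of reads counted on each of 49315 Ensembl genes. The paper's text names no aligner, counting tool or genome build. Of the listed genes that are also in GENCODE M21, an annotation of the mouse genome build GRCm38, 91.4% had the same start and end there. Between 33359322 and 49523086 reads per wild-type library were counted on genes (median 45473704), and between 36250675 and 38357025 per Tbx20 EH1Mut library (median 37211195), a difference in means that the exact two-sided permutation test did not separate from the spread between libraries (p = 0.143). For the genotype comparison, genes with too few counts were removed with edgeR's filterByExpr, library sizes were scaled by the TMM method, and a quasi-likelihood model with genotype as the only term was fitted to the counts of the 17163 genes left. Levels below are counts relative to the scaled library size (CPM), as mean ± SD over 4 libraries.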

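*Tbx20* (ENSMUSG00000031965, chromosome 9 from 24718138 to 24774303 of GRCm38, minus strand) was counted in every library. Its level was 353, 366, 379.6 and 372 CPM in wild-type replicates 1 to 4 and 215, 247, 289 and 317 CPM in Tbx20 EH1Mut replicates 1 to 4. Every Tbx20 EH1Mut library lay below every wild-type library (exact two-sided permutation test, p = 0.0286, the smallest value that 4 libraries against 4 allow). The log2 fold change was -0.46 (standard error 0.133, adjusted p = 0.0273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out 1 library at a time gave log2 fold changes from -0.55 to -0.36, and the adjusted p exceeded 0.05 in 4 of these 8 fits (at most 0.0726 without wild-type replicate 3). Over the 14 alternatives that kept all 8 libraries the adjusted p ranged from 0.00318 to 0.146. It exceeded 0.05 with upper-quartile scaling (0.0608), with an offset on gene length (0.0854) and, in alternatives chosen after seeing the data, with the mean level of foregut epithelium markers (0.146) or the level of Y-linked genes (0.0599) as a covariate. Counts per gene do not show the 2 substituted codons, so the genotype of each library was taken from its label.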

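With an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, 1859 of the genes tested were called, 1145 of them higher and 714 lower in Tbx20 EH1Mut hearts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without a fold change threshold, 5024 genes passed the adjusted p. In 5233 of the genes tested (30.5%), every library of one genotype lay above every library of the other, where chance gives 2.86%. Testing directly against a log2 fold change of 1 with edgeR's glmTreat, which asks whether a change exceeds the threshold by more than its error, moved the count most, to 242 genes. When each library was left out in turn, the count ranged from 1348 without wild-type replicate 4 to 2772 without wild-type replicate 1. The first principal component of log2 CPM held 50.5% of the variance and separated the genotypes. Among genes with a mean of at least 5 CPM and no overlap between the genotypes, the largest rises were in *Timp4*, from 0.291 ± 0.146 to 11.0 ± 4.09 CPM, and *Ndufa4l2*, from 3.41 ± 1.18 to 116 ± 12.6 CPM. The largest falls were in *Rxfp1*, from 12.8 ± 10.4 to 0.546 ± 0.472 CPM, and *Myo16*, from 19.0 ± 5.96 to 1.39 ± 0.150 CPM (SD, n = 4 libraries per genotype).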

We performed Ingenuity Pathway Analysis (IPA) to assess the molecular pathways associated with these DEGs (Fig. 2B). Pathways associated with downregulated genes included ‘cardiac hypertrophy signaling’ and ‘factors promoting cardiogenesis in vertebrates’, all of which contain genes involved in cardiomyocyte function and growth (*Myh6*, *Nppa*, *Scn5a*, *Gja5*, *Hand1*, *Bmp2*). In addition, the ‘cyclins and cell cycle regulation’ pathway included several genes involved in cell cycle progression and proliferation (*ccnb1*, *ccnd1*, *ccnd2*). Downregulation of these pathways corroborated our findings that cardiomyocyte number and mitotic index were decreased in Tbx20^EH1Mut^ hearts.

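In the RNA-seq libraries, *Hand1* (ENSMUSG00000037335) fell furthest of these 5 genes, from 99.6 ± 8.66 CPM in wild-type hearts to 17.5 ± 2.11 CPM in Tbx20 EH1Mut hearts (SD, n = 4 each), a log2 fold change of -2.51 (standard error 0.123, adjusted p = 5.77e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Myh6* (ENSMUSG00000040752) had the highest level and dropped from 3861 ± 747 to 1612 ± 194 CPM (log2 fold change -1.26, adjusted p = 8.66e-04 from the same test). Its paralog *Myh7* is close in sequence, and the paper's text does not state how reads shared by both genes were counted. *Nppa* (ENSMUSG00000041616) decreased from 456 ± 113 to 143 ± 22.7 CPM, with a log2 fold change of -1.67 and a standard error of 0.192. Of its exon bases, 61.5% overlap the predicted gene *Gm13054* on the other strand, which had 1820 counts over the 8 libraries against 99797 for *Nppa*. *Gja5* (ENSMUSG00000057123) went from 58.4 ± 16.1 to 17.8 ± 5.32 CPM and *Bmp2* (ENSMUSG00000027358) from 60.0 ± 7.27 to 25.1 ± 6.59 CPM. Their log2 fold changes were -1.72 and -1.26, with adjusted p of 0.00135 and 0.00132 from the same test. None of the 5 genes overlapped between the genotypes, and none lost its call when any 1 library was left out.

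**Figure D1:**
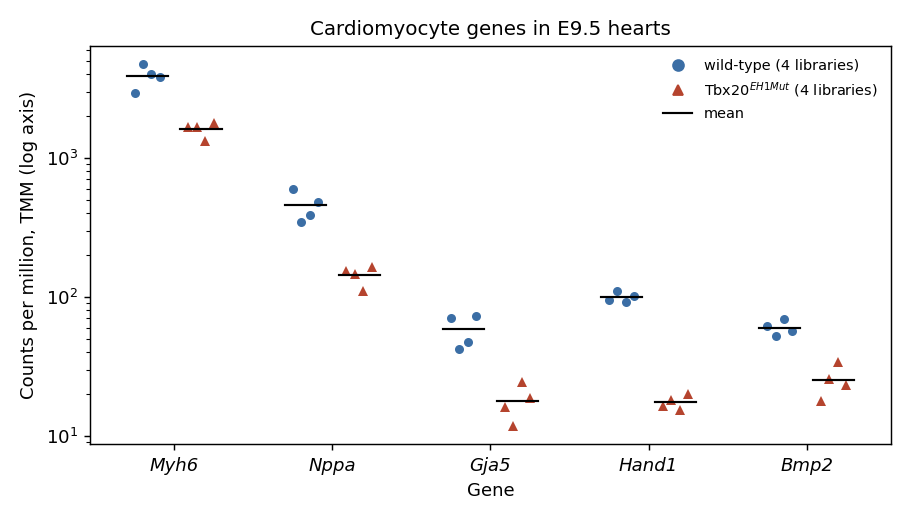
Normalized counts (CPM after TMM scaling, log axis) of 5 genes in each of the 8 libraries, with wild-type libraries as circles, Tbx20 EH1Mut libraries as triangles and the mean of each genotype as a line. For each of the 5 genes, all 4 Tbx20 EH1Mut libraries lie below all 4 wild-type libraries.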

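*Ccnb1* (ENSMUSG00000041431) decreased from 199 ± 20.2 CPM in wild-type hearts to 99.1 ± 6.90 CPM in Tbx20 EH1Mut hearts, a log2 fold change of -1.002 (standard error 0.113, adjusted p = 3.63e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccnd2* (ENSMUSG00000000184) went from 845 ± 122 to 293 ± 62.7 CPM, a log2 fold change of -1.53 (standard error 0.172). *Ccnd1* (ENSMUSG00000070348) had a log2 fold change of nearly the same size, -1.53, with a larger standard error of 0.356, since its level varied more between libraries (63.9 ± 22.1 against 22.0 ± 10.7 CPM, adjusted p = 0.0113 from the same test). The exons of *Ccnd1* share 1100 bases with *LTO1* on the other strand. In all 3 genes each wild-type library lay above each Tbx20 EH1Mut library.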

**Fig. 2.**
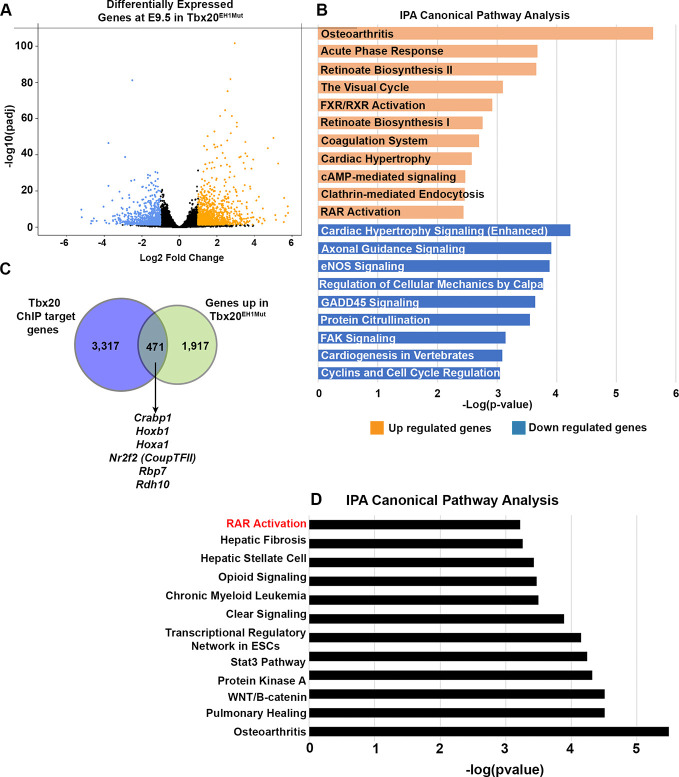
**TBX20-TLE complex represses retinoic acid signaling genes.** (A) Volcano plot of genes identified by RNA-seq to be differentially expressed between wild-type and Tbx20^EH1Mut^ hearts at E9.5 (adjusted *P*-value≤0.05 and log2 fold change≥±1). Downregulated genes are shown in blue and upregulated genes are shown in orange. (B) Ingenuity pathway analysis (IPA) of differentially expressed genes reveals misexpression of RA-associated genes in Tbx20^EH1Mut^ hearts. (C) Overlap of upregulated genes in Tbx20^EH1Mut^ hearts (adjusted *P*-value ≤0.05 and log2 fold change ≥0.585) with Tbx20 ChIP-seq dataset (Boogerd et al., 2016). (D) A subset of genes upregulated in Tbx20^EH1Mut^ hearts and identified as putative direct Tbx20 targets by ChIP-seq are associated with RA signaling as assessed by IPA.

We hypothesize that Tbx20 recruits TLE family members to target genes to mediate transcriptional repression during embryonic heart development. Therefore, we are particularly interested in investigating genes and pathways aberrantly upregulated in Tbx20^EH1Mut^ hearts. Surprisingly, analysis of upregulated genes identified several pathways associated with RA signaling, including ‘Retinoate Biosynthesis I’, ‘Retinoate Biosynthesis II’ and ‘RAR Activation’. Genes within these biological categories included the RA-synthesizing enzyme *Aldh1a2*, several RA binding proteins, *Rbp1*, *Rbp2*, *Rbp7*, and retinol dehydrogenase *Rdh12*. 

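*Rbp2* (ENSMUSG00000032454) rose from 0.547 ± 0.111 CPM in wild-type hearts to 2.49 ± 0.771 CPM in Tbx20 EH1Mut hearts (SD, n = 4 each), a log2 fold change of 2.18 (standard error 0.317, adjusted p = 0.00132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Aldh1a2* (ENSMUSG00000013584) was at 3.07 ± 1.198 CPM in wild-type and 7.81 ± 5.69 CPM in Tbx20 EH1Mut hearts, with a log2 fold change of 1.35 (standard error 0.459, adjusted p = 0.0498 from the same test). Its highest value, 16.2 CPM, was in Tbx20 EH1Mut replicate 1. Without that library the log2 fold change was 0.71 (adjusted p = 0.141 from the same test), and the adjusted p ranged from 0.0274 to 0.141 over the 8 fits that left out 1 library, exceeding 0.05 in 6 of them, and from 0.00953 to 0.659 over the 14 alternatives that kept all 8 libraries, exceeding it in 5. *Rdh12* (ENSMUSG00000021123) was near the limit of detection, at 0.355 ± 0.184 against 1.01 ± 0.636 CPM, and its log2 fold change of 1.48 (standard error 0.569) had an adjusted p of 0.0722 from the same test, or 0.0416 from DESeq2's Wald test, within a range from 0.0152 to 0.518 over the 13 alternatives that tested it with all 8 libraries. *Rbp7* (ENSMUSG00000028996) had between 2 and 9 counts per wild-type library and between 6 and 48 per Tbx20 EH1Mut library, too few to pass the filter on low counts. Its means were 0.129 ± 0.0578 and 0.679 ± 0.631 CPM, and the ranges overlapped (exact two-sided permutation test, p = 0.0857). With no filter, its adjusted p was 0.0439 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2 fits with DESeq2 gave 0.0144 and 0.0148.

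**Figure D2:**
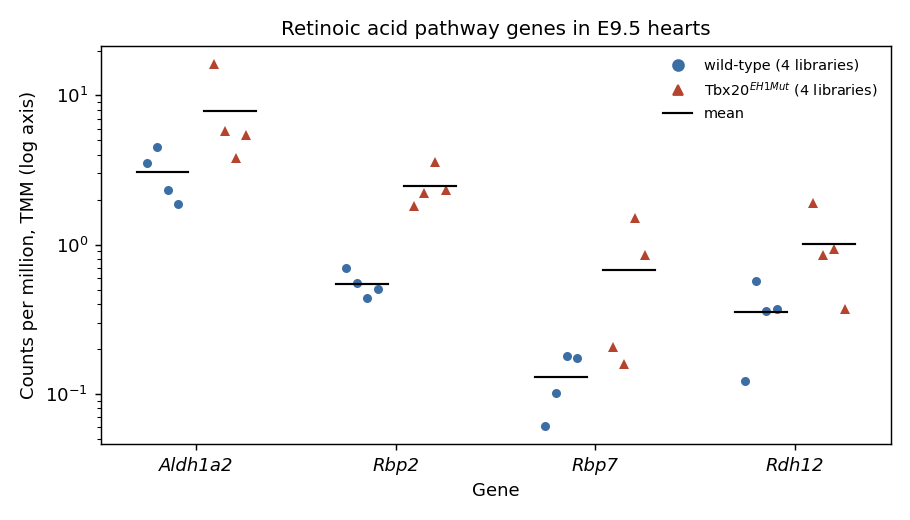
Normalized counts (CPM after TMM scaling, log axis) of 4 genes in each of the 8 libraries, with wild-type libraries as circles, Tbx20 EH1Mut libraries as triangles and the mean of each genotype as a line. The genotypes do not overlap for *Rbp2*, and they overlap for *Aldh1a2*, *Rbp7* and *Rdh12*.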

We confirmed that *Aldh1a2* expression is significantly increased in Tbx20^EH1Mut^ hearts compared with controls using fluorescence *in situ* hybridization (RNA-FISH) (Fig. S2A-G). These findings are particularly interesting because the RA signaling pathway is essential for cardiac morphogenesis, and perturbations in this pathway are associated with CHD, including malformations of the OFT, septal defects and cardiac looping defects (De Bono et al., 2018; Nakajima, 2019; Niederreither et al., 2001; Perl and Waxman, 2020; Rochais et al., 2009a; Ryckebusch et al., 2008; Stefanovic and Zaffran, 2017).

To determine which subset of our differentially expressed genes are putative direct targets of Tbx20, we intersected our RNA-seq data (adjusted *P*-value≤0.05 and log2 fold change≥±0.585) with published Tbx20 chromatin immunoprecipitation with high throughput sequencing (ChIP-seq) data generated from embryonic hearts (Boogerd et al., 2016). 

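At an absolute log2 fold change of at least 0.585, 1966 genes were called higher and 1760 lower in Tbx20 EH1Mut hearts (adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With upper-quartile scaling in place of TMM, these counts were 2313 and 1320, and with DESeq2's Wald test they were 2450 and 2210. The ChIP-seq data were not analysed here, so the overlap with bound genes was not recomputed.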

We identified 386 downregulated genes with putative Tbx20 binding sites. IPA revealed that these genes are associated with pathways involved in myocardial chamber formation and growth (‘cardiac hypertrophy signaling’), paralleling our previous results. 

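The level of *Tbx5* (ENSMUSG00000018263, chromosome 5 from 119832668 to 119885219 of GRCm38) was 102 ± 4.60 CPM in wild-type hearts and 58.6 ± 6.94 CPM in Tbx20 EH1Mut hearts (SD, n = 4 each), and its log2 fold change was -0.80 (standard error 0.110, adjusted p = 9.92e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hcn4* (ENSMUSG00000032338, chromosome 9 from 58823412 to 58863175) varied more between wild-type libraries. It was at 89.7 ± 34.4 CPM in wild-type and 49.4 ± 8.41 CPM in Tbx20 EH1Mut hearts, with a log2 fold change of -0.86 (standard error 0.241, adjusted p = 0.0246 from the same test). The adjusted p of *Hcn4* exceeded 0.05 in 4 of the 8 fits that left out 1 library (at most 0.0673 without Tbx20 EH1Mut replicate 4), while that of *Tbx5* did not in any, and without wild-type replicate 2 the log2 fold change of *Hcn4* was -0.56. With the level of Y-linked genes as a covariate, an alternative chosen after seeing the data, the adjusted p of *Hcn4* was 0.0595 from the same test, the highest over the 14 alternatives that kept all 8 libraries, where the lowest was 0.00167. Over the 8 fits that left out 1 library, the log2 fold change stayed between -1.91 and -1.56 for *Gja5* and between -1.43 and -1.12 for *Bmp2*.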

Many of the genes are known to be specifically important for atrial/sinus venosus and atrioventricular canal development (*Tbx5*, *Gja5*, *Scn5a*, *Hcn4*, *Bmp2*). In addition, we found genes associated with cardiomyocyte energy metabolism and contractility (*Myh7*, *Myocd*, *Mybpc3*, *Atp2a2*) (Fig. S3A,B). It is hard to assess whether the Tbx20-TLE complex is involved in the direct regulation of these genes or if their altered gene expression reflects the grossly impaired chamber development and maturation of the heart tube observed in Tbx20^EH1Mut^ embryos. 

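*Atp2a2* (ENSMUSG00000029467) fell from 1591 ± 374 CPM in wild-type hearts to 853 ± 110.2 CPM in Tbx20 EH1Mut hearts, a log2 fold change of -0.90 (standard error 0.188, adjusted p = 0.00710 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the genotypes did not overlap. *Mybpc3* (ENSMUSG00000002100) was at 1720.1 ± 265 and 1285 ± 149 CPM, a log2 fold change of -0.42 with an adjusted p of 0.0553 from the same test. Over the 14 alternatives that kept all 8 libraries its adjusted p ranged from 0.0173 to 0.114, with 0.0245 from DESeq2's Wald test, and over the 8 fits that left out 1 library from 0.0148 without wild-type replicate 1 to 0.131 without Tbx20 EH1Mut replicate 1. *Myocd* (ENSMUSG00000020542) varied widely between wild-type libraries (55.5 ± 30.6 CPM) and little between Tbx20 EH1Mut libraries (31.5 ± 2.52 CPM), with a log2 fold change of -0.82 (standard error 0.305, adjusted p = 0.0673 from edgeR's test). Without wild-type replicate 2, its highest library, the log2 fold change was -0.36. Over the same 14 alternatives its adjusted p ranged from 0.00228 to 0.117, with 0.0263 from DESeq2, and with 1 library left out from 0.0129 without wild-type replicate 1 to 0.129 without Tbx20 EH1Mut replicate 4. *Myh7* (ENSMUSG00000053093), among the most abundant messages, was at 4467 ± 1321 CPM in wild-type and 5159 ± 265 CPM in Tbx20 EH1Mut hearts. Its log2 fold change of 0.21 (standard error 0.193) was within the spread between libraries (adjusted p = 0.433 from edgeR's test). It was 0.10 without wild-type replicate 1 or 3 and 0.43 without wild-type replicate 2, the extremes when 1 library was left out, and -0.19 with the mean level of foregut epithelium markers as a covariate, an alternative chosen after seeing the data.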

We next investigated genes upregulated in Tbx20^EH1Mut^ hearts, and found that 471 genes were upregulated in the mutant and putatively bound by Tbx20 (Fig. 2C). IPA analysis of these putative direct targets again revealed genes associated with RA signaling (Fig. 2D). This subset of genes included the retinol dehydrogenase *Rdh10*, RA binding proteins (*Crabp1*, *Rbp7*), RA responsive genes (*Hoxb1*, *Hoxa1*, *Nr2f2*). 

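*Hoxb1* (ENSMUSG00000018973) rose from 1.58 ± 2.01 CPM in wild-type hearts to 20.0 ± 10.5 CPM in Tbx20 EH1Mut hearts, a log2 fold change of 3.65 (standard error 0.818, adjusted p = 0.00969 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nr2f2* (ENSMUSG00000030551), with a higher level, went from 67.4 ± 14.1 to 111 ± 10.7 CPM (log2 fold change 0.72, standard error 0.154). Both genes were without overlap between the genotypes and were called with any 1 library left out. *Crabp1* (ENSMUSG00000032291) went from 18.4 ± 7.66 to 55.5 ± 41.0 CPM, with overlapping genotypes, a log2 fold change of 1.59 and an adjusted p of 0.0263 from the same test that exceeded 0.05 in 3 of the 8 fits with 1 library left out (at most 0.0747 without wild-type replicate 3). Without Tbx20 EH1Mut replicate 1, its highest library, the log2 fold change of *Crabp1* was 0.94. *Rdh10* (ENSMUSG00000025921) rose from 7.90 ± 1.30 to 12.3 ± 3.55 CPM, a log2 fold change of 0.64 (standard error 0.212) whose adjusted p of 0.0449 from the same test exceeded 0.05 in 6 of those 8 fits (at most 0.128 without wild-type replicate 4), and its log2 fold change was 0.43 without Tbx20 EH1Mut replicate 1. With the foregut marker level as a covariate, the log2 fold changes of *Crabp1* and *Rdh10* were 0.36 and 0.34, and their adjusted p were 0.595 and 0.381 from the same test, the highest over the 14 alternatives, where the lowest were 0.00119 and 0.00548.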

Based on our findings, we propose that the Tbx20-TLE complex suppresses aberrant RA signaling during embryonic heart development.

### Cardiac progenitors arrest in development in Tbx20^EH1Mut^ hearts

Misexpression of RA pathway genes in Tbx20^EH1Mut^ hearts was unexpected because these genes are primarily expressed in the SHF cardiac progenitors located outside the primary heart tube at E9.5. In combination with impaired looping and chamber formation defects in Tbx20^EH1Mut^ hearts, we suspected that this finding indicated arrested cardiomyocyte development.

To investigate this possibility, we overlapped our gene expression dataset with a subset of genes specifically enriched in multipotent cardiac progenitors (MP), previously identified by single-cell RNA-seq (de Soysa et al., 2019). We found that ∼64% of MP-enriched genes (25/39) displayed differential expression, all of which are overexpressed in the Tbx20^EH1Mut^ heart tube (Fig. 3A). These overexpressed genes included *Isl1*, *Fgf8* and *Osr1*, well-established markers of the cardiac progenitor population (Fig. 3B) (Cai et al., 2003; Gao et al., 2019; Ilagan et al., 2006; Kang et al., 2009; Park et al., 2006; Ren et al., 2021; Sirbu et al., 2008; Snarr et al., 2007; Stefanovic and Zaffran, 2017; Xie et al., 2012; Zhang et al., 2016; Zhou et al., 2015). These data imply that the Tbx20-TLE interaction represses the expression of cardiac progenitor genes within the developing heart tube, thereby promoting the proper timing of cardiomyocyte differentiation.

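All 25 genes named on Fig. 3B were tested in the RNA-seq libraries, and all 25 had a higher level in Tbx20 EH1Mut hearts, with a median log2 fold change of 1.24 and a range from 0.59 to 3.40. With the p-values adjusted over all genes tested, 24 were called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the p-values adjusted over the list alone, 25 were called. The list was chosen by the study on these same libraries, so neither count is independent evidence. The gene not called over all genes was *Crabp2*, with a log2 fold change of 0.59 and an adjusted p of 0.0713 from the same test. At a log2 fold change of at least 1, 17 of the 25 were called. In 20 of the 25 genes the genotypes did not overlap, and the 2.86% that chance gives among unselected genes is no measure for genes chosen on these libraries. The largest change was in *Tshz2*, the gene at the top of that range. The count moved furthest under glmTreat at a threshold of 0.5, to 14, and it ranged from 18 to 24 when 1 library was left out. The full list of enriched genes comes from another study and was not used here.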

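*Fgf8* (ENSMUSG00000025219) rose from 11.8 ± 1.48 CPM in wild-type hearts to 82.1 ± 14.1 CPM in Tbx20 EH1Mut hearts (SD, n = 4 each), a log2 fold change of 2.80 (standard error 0.153, adjusted p = 9.69e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Isl1* (ENSMUSG00000042258, chromosome 13 from 116298281 to 116309689 of GRCm38) rose from 19.8 ± 6.67 to 120.0 ± 39.9 CPM, a log2 fold change of 2.60 (standard error 0.296, adjusted p = 3.78e-04 from the same test). *Osr1* (ENSMUSG00000048387) rose from 7.76 ± 0.794 to 22.2 ± 12.9 CPM, a log2 fold change of 1.52 with a standard error of 0.348, and its spread between Tbx20 EH1Mut libraries was the widest of the 3 relative to its mean. With the foregut marker level as a covariate, its adjusted p rose to 0.0843 from the same test, the highest over the 14 alternatives that kept all 8 libraries, where the lowest was 9.60e-05. The genotypes did not overlap for any of the 3 genes. From the higher expression of progenitor genes in the mutant heart tube, the paper proposes that the interaction of Tbx20 with TLE keeps these genes repressed there and so sets when cardiomyocytes differentiate.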

**Fig. 3.**
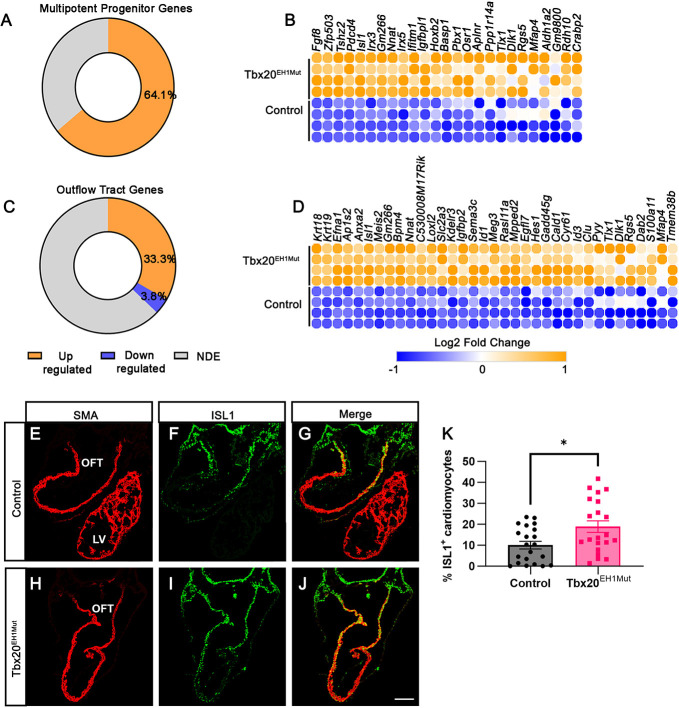
**Cardiac progenitors are arrested in development in Tbx20^EH1Mut^ hearts.** (A) Percentage of differentially expressed multipotent progenitor-associated genes in Tbx20^EH1Mut^ hearts. (B) Heatmap comparing expression of multipotent progenitor-associated genes in Tbx20^EH1Mut^ and control hearts. (C) Percentage of differentially expressed OFT-associated genes in Tbx20^EH1Mut^ hearts. (D) Heatmap comparing expression of OFT-associated genes in Tbx20^EH1Mut^ and control hearts. (E-J) Immunohistochemical analysis shows a significant increase in the percentage of Islet1 (ISL1; green)-positive cardiomyocytes (smooth muscle actin; SMA; red) in Tbx20^EH1Mut^ hearts compared with controls. (K) Quantitation of Isl1-positive cardiomyocytes in control and Tbx20^EH1Mut^ hearts at E9.5 (*N*=3 per genotype, *n*=7 sections analyzed per animal). Data are mean±s.e.m. *P≤0.05 (Welch's *t*-test). LV, left ventricle; NDE, not differentially expressed; OFT, outflow tract. Scale bar: 100 µm.

### The Tbx20-TLE complex regulates SHF-derived cells

During cardiac development, SHF progenitors migrate to the anterior and posterior poles of the developing heart tube and give rise to the OFT, right ventricle and arterial poles (Rochais et al., 2009a). The RA signaling pathway regulates the development of OFT. Our finding that this pathway was upregulated in Tbx20^EH1Mut^ hearts led us to query whether the Tbx20-TLE interaction regulates OFT gene expression. Therefore, we overlapped our gene expression dataset with genes specifically enriched in the OFT during embryonic heart development. 

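The 35 outflow tract genes named on Fig. 3D were all tested. Each was called higher in Tbx20 EH1Mut hearts, both with p-values adjusted over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and with p-values adjusted over the list alone. As these 35 were selected by the study on the same libraries, neither count is independent evidence. Their median log2 fold change was 1.06, from 0.62 to that of *Isl1*, and the largest adjusted p was 0.0359 from the same test. At a log2 fold change of at least 1, 21 were called. In 32 of the 35 genes the genotypes did not overlap, and the 2.86% that chance gives among unselected genes is no measure for genes selected in this way. Between 28 and 35 were called when 1 library was left out, and 20 were under glmTreat at a threshold of 0.5. With *Isl1* among them, 7 genes are named on both Fig. 3B and Fig. 3D.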

Our analyses revealed that ∼33% (35/105) of OFT-enriched genes were specifically upregulated in Tbx20^EH1Mut^ hearts (Fig. 3C). 

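*Meis2* (ENSMUSG00000027210) was at 98.0 ± 14.5 CPM in wild-type hearts and 205 ± 12.1 CPM in Tbx20 EH1Mut hearts, a log2 fold change of 1.06 (standard error 0.123, adjusted p = 4.05e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hes1* (ENSMUSG00000022528) was at 41.3 ± 9.91 and 88.1 ± 19.4 CPM, with a log2 fold change of 1.09 (standard error 0.197, adjusted p = 0.00364 from the same test). *Sema3c* (ENSMUSG00000028780) was at 49.0 ± 5.97 and 95.7 ± 15.9 CPM, with a log2 fold change of 0.97 (standard error 0.144). In each of the 3 genes the rise was larger than the spread between libraries, with no overlap between the genotypes, and it passed an adjusted p of 0.05 with any 1 library left out.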

Upregulated genes included *Isl1*, *Sema3c*, *Meis2* and *Hes1*, essential mediators of OFT development (Fig. 3D) (Cai et al., 2003; Feiner et al., 2001; Rochais et al., 2009b).

Our analysis of MP- and OFT-enriched genes identified upregulation of *Isl1* in Tbx20^EH1Mut^ hearts. Isl1, a marker of both the SHF progenitors and the OFT, is a regulator of cardiac progenitor proliferation, migration and survival, and Isl1 was identified as a direct target of Tbx20 (Cai et al., 2003; Ren et al., 2021). Isl1 is highly expressed in SHF progenitors, its expression is maintained as myocardial progenitors integrate into the forming heart tube, and expression is eventually downregulated as cells begin to differentiate. To assess and validate the overexpression of Isl1, we performed an immunohistochemical analysis of control and Tbx20^EH1Mut^ hearts at E9.5. In control hearts, Isl1^+^ cardiomyocytes (Isl1^+^SMA^+^) were primarily located in the proximal OFT (Fig. 3E-G). In contrast, the number of Isl1^+^SMA^+^ cells expanded throughout the heart tube in Tbx20^EH1Mut^ hearts (Fig. 3H-J). Furthermore, we observed an almost twofold increase in the percent of Isl1^+^SMA^+^ cardiomyocytes in Tbx20^EH1Mut^ hearts compared with controls (Fig. 3K). These findings suggest that SHF-derived cells fail to undergo differentiation and remain in a cardiac progenitor-like state.

### TLE family members are expressed in the SHF during embryonic heart development

Perturbations of SHF progenitors result in impaired heart tube elongation and cardiac looping defects, similar to the effects we observed in Tbx20^EH1Mut^ mice (Kang et al., 2009; Prall et al., 2007; Vong et al., 2006). Previous studies have demonstrated that *Tbx20* is expressed in the SHF progenitors during embryonic heart development (Kraus et al., 2001; Takeuchi et al., 2005). Therefore, we hypothesized that the Tbx20-TLE interaction regulates the SHF progenitor population. To address this hypothesis, we first examined the expression of TLE family members in the SHF during embryonic heart development.

The SHF can be subdivided into two distinct regions. Progenitors derived from the anterior SHF (aSHF) give rise to the right ventricle and portions of the OFT. The posterior SHF (pSHF) progenitors give rise primarily to the atria and a subset of cardiac vessels (Bertrand et al., 2011; Domínguez et al., 2012; van den Berg et al., 2009). Analysis of published transcriptomic profiling of the aSHF and pSHF at E9.5 revealed that *Tle1* and *Tle3* are highly expressed in both SHF domains (Fig. 4A) (Stefanovic et al., 2020). *Tbx20* was also detected in both SHF populations; however, its expression pattern more closely paralleled well-established pSHF makers (*Aldh1a2*, *Tbx5* and *Osr1*) as we observed higher expression in the pSHF compared with the aSHF (Fig. 4A). We obtained similar results from a recent single-cell RNA-seq analysis of the *Isl1*^+^ SHF progenitor population at the early stages of embryonic heart development (Fig. 4B-E) (de Soysa et al., 2019). In addition, immunohistochemical analysis of wild-type embryos at E9.5 validated the expression of TLE family members in the SHF. Our analysis demonstrated that Tle3 was highly expressed in both domains of the SHF and colocalized with the pan-SHF marker Isl1 in the majority of SHF cells (Fig. 4F-K). Together, these data demonstrate that *Tbx20*, *Tle1* and *Tle3* are expressed in SHF progenitors and therefore support a role for the Tbx20-TLE complex in this cardiac progenitor population.

**Fig. 4.**
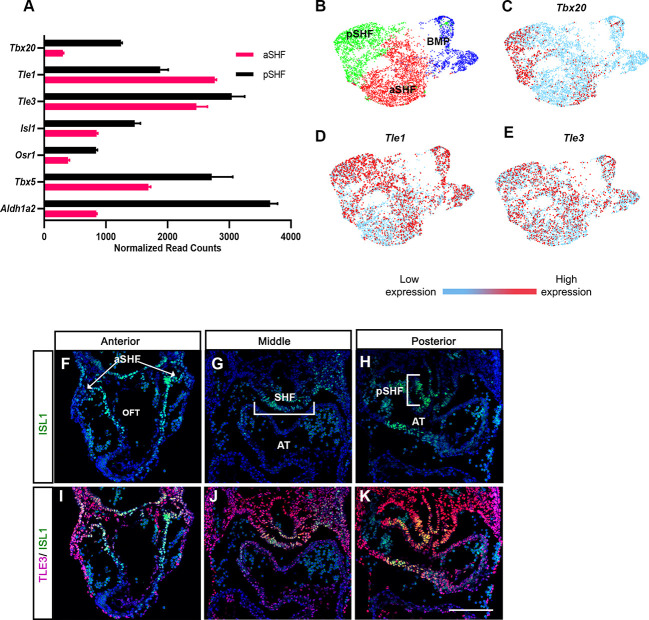
**TLE family members are expressed in the second heart field during embryonic heart development.** (A) Relative transcript abundance of *Tbx20*, *Tle1*, *Tle3* and SHF-associated genes from RNA-seq analysis of anterior and posterior SHF progenitor populations (Stefanovic et al., 2020). (B) Uniform manifold approximation and project (UMAP) plot of cardiac progenitor subpopulations generated from single-cell RNA-seq analysis of embryonic hearts (de Soysa et al., 2019). (C-E) UMAP plot of *Tbx20*, *Tle1* and *Tle3* in cardiac progenitor subpopulations. (F-K) Immunohistochemical co-expression analysis of Isl1 (green) and Tle3 (magenta) shows that Tle3 is robustly expressed in the SHF of control embryos at E9.5. aSHF, anterior second heart field; AT, atria; BMP, branchiomeric muscle progenitors; OFT, outflow tract; pSHF, posterior second heart field. Scale bar: 100 µm.

### Tbx20-TLE complex regulates cardiac progenitor specification

In combination, our findings of impaired elongation and looping, upregulation of cardiac progenitor and OFT-associated genes in the heart tube, and detection of TLE family members in the SHF suggested that the SHF progenitor population may be affected in Tbx20^EH1Mut^ embryos. The primary heart tube is derived from FHF cells, an additional pool of cardiac progenitors. 

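*Gata4* (ENSMUSG00000021944, chromosome 14 from 63198922 to 63271692 of GRCm38) was at 299 ± 44.5 CPM in wild-type hearts and 212 ± 31.2 CPM in Tbx20 EH1Mut hearts (SD, n = 4 each). Its log2 fold change of -0.49 (standard error 0.148, adjusted p = 0.0319 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was smaller than those of *Hand1* and *Hcn4*. The genotypes overlapped (exact two-sided permutation test, p = 0.0571). The adjusted p of *Gata4* exceeded 0.05 in 6 of the 8 fits that left out 1 library (at most 0.0867 without wild-type replicate 3). It was 0.0559 from the same test with upper-quartile scaling, within a range from 0.00774 to 0.0750 over the 14 alternatives that kept all 8 libraries. For *Hand1* the 8 fits that left out 1 library gave log2 fold changes between -2.58 and -2.44, all called.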

Intriguingly, we found hallmark genes of the FHF, including *Hcn4*, *Gata4* and *Hand1*, were downregulated in Tbx20^EH1Mut^ hearts (Fig. S4A-C) (Barnes et al., 2010; Liang et al., 2013; Zhang et al., 2021; Zhao et al., 2008). These observations suggest that alterations in the FHF and SHF progenitor populations may contribute to the impaired heart development in the mutants. To determine whether the FHF and SHF progenitors are altered in the Tbx20^EH1Mut^ embryos, we performed whole-mount fluorescent *in situ* hybridization (WMFISH). We conducted a quantitative spatial analysis of the cardiac crescent (CC) at E7.75. In control embryos, FHF progenitors, identified by expression of *Hcn4*, reside within the CC, whereas *Isl1*^+^ SHF progenitors lie medial to the CC (Fig. 5A-C). The FHF and SHF populations are spatially segregated, and we detected relatively few *Hcn4* and *Isl1* double-positive cells (*Hcn4*^+^*Isl1*^+^) in control embryos (Fig. 5D,K). Tbx20^EH1Mut^ embryos displayed no apparent differences in the localization or number of FHF progenitors (Fig. 5E,I). Conversely, although the number of *Isl1*^+^ cells was not significantly changed, the spatial positioning of the SHF cells appeared to be disrupted, as we observed a ventrolateral displacement of *Isl1*^+^ cells (Fig. 5F,G,J). This change in localization was most apparent in the anterior position of the CC (Fig. 5C,G, insets). Unexpectedly, we also observed a drastic increase in the number (∼fourfold) and proportion of *Hcn4*^+^*Isl1*^+^ in the mutant embryos (Fig. 5H,K,L). These findings indicate that a subset of cardiac progenitors in Tbx20^EH1Mut^ embryos were misspecified and fail to adopt an FHF or SHF identity.

**Fig. 5.**
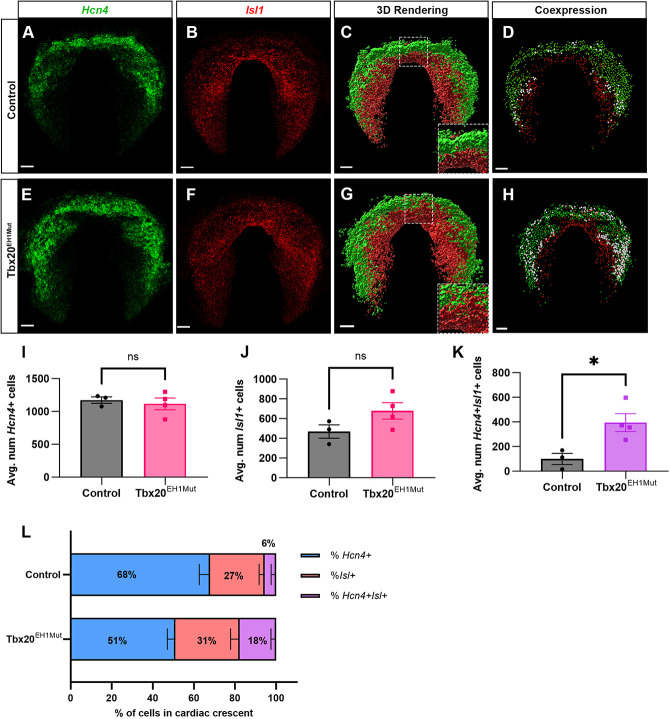
**Tbx20-TLE complex regulates cardiac progenitor specification.** (A,B) WMFISH analysis of *Hcn4* (FHF; green) and *Isl1* (SHF; red) in the cardiac crescent (CC) of control embryos at E7.75. (C) 3D reconstruction of *Hcn4* and *Isl1* surfaces in control embryos at E7.75. (D) 3D reconstruction of *Hcn4*^+^ (green dots) and *Isl1*^+^ (red dots) cells in control embryos at E7.75. Cells co-expressing *Hcn4* and *Isl1* are represented by white dots. (E,F) WMFISH analysis of *Hcn4* and *Isl1* in the CC of Tbx20^EH1Mut^ embryos at E7.75. (G) 3D reconstruction of *Hcn4* and *Isl1* surfaces shows altered spatial organization of FHF and SHF in Tbx20^EH1Mut^ embryos at E7.75. (H) 3D reconstruction of *Hcn4*^+^ and *Isl1*^+^ cells in Tbx20^EH1Mut^ embryos at E7.75. The number of cells co-expressing *Hcn4* and *Isl1* (white dots) are increased in Tbx20^EH1Mut^ embryos compared with controls. (I) Quantitation of *Hcn4*^+^ cells in the CC of control and Tbx20^EH1Mut^ embryos at E7.75. *N*=3-4 per genotype. (J) Quantitation of *Isl1*^+^ cells in the CC of control and Tbx20^EH1Mut^ embryos at E7.75. *N*=3-4 per genotype. (K) Quantitation of cells co-expressing *Hcn4* and *Isl1* in the CC of control and Tbx20^EH1Mut^ embryos at E7.75. *N*=3-4 per genotype. (L) Relative proportions (expressed as a percentage) of *Hcn4*^+^ (blue), *Isl1*^+^ (red) and *Hcn4*^+^*Isl1*^+^ (purple) in the CC of control and Tbx20^EH1Mut^ embryos at E7.75. Data are mean±s.e.m. *P≤0.05 (Welch's *t*-test). Scale bars: 50 µm.

### Tbx20-TLE is essential for the maintenance of the SHF

Given that cardiac progenitors are perturbed in Tbx20^EH1Mut^ embryos at E7.75, we also wanted to assess whether progenitor dysfunctions persisted at later stages of development. By E9.5, the FHF progenitor pool had differentiated and formed the heart tube (Buckingham et al., 2005; Kelly and Buckingham, 2002; Kelly et al., 2014); therefore, we focused on the reservoir of remaining SHF progenitors. To determine whether the SHF was altered in E9.5 Tbx20^EH1Mut^ embryos, we first quantified the expression of Isl1, a marker for both the aSHF and pSHF. We found a significant reduction in the total number of Isl1^+^ cells in the SHF in Tbx20^EH1Mut^ embryos compared with wild-type controls (Fig. 6A,D,G). In addition, we determined that the mitotic index (pHH3^+^Isl1^+^) of Isl1^+^ SHF progenitors was reduced in Tbx20^EH1Mut^ embryos (Fig. 6B,C,E,F,H). These findings suggest that Tbx20^EH1Mut^ embryos have a reduction in SHF progenitors by E9.5, a time when SHF progenitors substantially contribute to the addition and elongation of the developing heart tube.

**Fig. 6.**
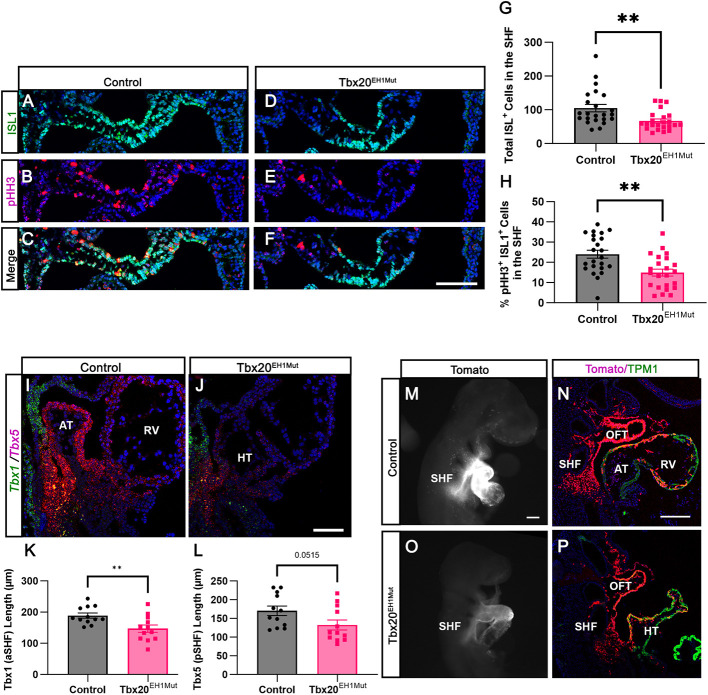
**Tbx20-TLE is essential for the maintenance of the SHF.** (A-F) Immunohistochemical analysis of phosphohistone-H3 (pHH3; red) and Isl1 (green) expression in the SHF shows a significant decrease in the mitotic index of Isl1^+^ cells in the SHF of Tbx20^EH1Mut^ embryos at E9.5. (G) Quantitation of the total number of Isl1^+^ cells in the SHF of control and Tbx20^EH1Mut^ embryos (*N*=4 per genotype, *n*=5-7 sections per animal). (H) Quantitation of mitotic index of Isl1^+^ cells in the SHF of control and Tbx20^EH1Mut^ embryos (*N*=4 per genotype, *n*=5-7 sections per animal). (I,J) RNA-FISH analysis of *Tbx1* (aSHF) and *Tbx5* (pSHF) shows a decrease in the anterior and posterior SHF domains in Tbx20^EH1Mut^ embryos compared with controls at E9.5. (K) Quantitation of *Tbx1* (aSHF) domain in control and Tbx20^EH1Mut^ embryos (*n*=4 sections per animal, *N*=3 per genotype). (L) Quantitation of *Tbx5* (pSHF) domain in control and Tbx20^EH1Mut^ embryos (*n*=4 sections per animal, *N*=4 per genotype). (M,O) Whole-mount fluorescent imaging of *Mef2c*-AHF genetic lineage tracing (Tomato fluorescence is pseudo-colored white in M,O) shows a reduced SHF progenitor population in Tbx20^EH1Mut^ embryos compared with controls. (N,P) Representative sagittal sections of *Mef2c*-AHF genetic lineage tracing (red) in control and Tbx20^EH1Mut^ embryos. Sections are co-stained with TPM1 (green). Data are mean±s.e.m. **P≤0.01 (Welch's *t*-test). aSHF, anterior second heart field; AT; atria; HT, heart tube; OFT, outflow tract; pSHF, posterior second heart field; RV, right ventricle; SHF, second heart field. Scale bars: 100 µm (A-F,I,J,M,O); 200 µm (N,P).

The anterior and posterior SHF progenitors have unique expression profiles, occupy distinct spatial compartments within the SHF and are controlled by different transcriptional programs (Bertrand et al., 2011; Domínguez et al., 2012; Stefanovic et al., 2020; van den Berg et al., 2009). Although our data suggest that *Tbx20* and TLE family members are expressed in both SHF populations, *Tbx20* appears to have higher expression in the pSHF (Fig. 4A-E). Therefore, we next sought to determine whether the SHF subpopulations are differentially affected by the disruption of the Tbx20-TLE interaction. Using RNA-FISH we quantified the relative length of the *Tbx1* and *Tbx5* expression domains, which have been shown to demarcate the boundaries between the aSHF and pSHF, respectively (De Bono et al., 2018). In both controls and Tbx20^EH1Mut^ embryos, we observed distinct boundaries between the aSHF (*Tbx1*) and the pSHF (*Tbx5*), although overall expression of these both genes appeared to be decreased in the mutants (Fig. 6I,J). In addition, the relative length of both the *Tbx1* and *Tbx5* domains were significantly decreased in Tbx20^EH1Mut^ embryos compared with controls (Fig. 6K,L). These findings suggest that loss of the Tbx20-TLE complex results in perturbation of both aSHF and pSHF progenitor populations.

We performed lineage tracing to examine the fate of SHF progenitors and SHF-derived cells in Tbx20^EH1Mut^ embryos. For these studies, the Tbx20^EH1Mut^ mouse line was crossed to *Mef2c-AHF-Cre*; Rosa^td^ mice, a transgenic mouse line that drives Tomato expression in a subdomain of SHF progenitors and lineages derived from this population (Verzi et al., 2005). In control embryos, tomato-positive (Td^+^) cells were primarily detected in the SHF, OFT and right ventricle (RV) (Fig. 6M,N). In Tbx20^EH1Mut^ mice, Td^+^ cells were detected mainly in the heart tube and what we presumed to be the OFT (Fig. 6O,P). These data demonstrated that at least a subset of SHF progenitors migrate and integrate into the heart tube in Tbx20^EH1Mut^ embryos. Of note, although in control embryos SHF-derived cells give rise to distinct regions of the heart, in the mutant embryo most of the cells within the heart tube are Td^+^. This suggests that the heart tube in Tbx20^EH1Mut^ embryos comprises a more significant proportion of SHF-derived cells, supporting our findings that OFT and SHF-progenitor genes are upregulated in mutant hearts (Fig. 4). Consistent with our analysis of Isl1^+^ progenitors in the SHF, we also observed a striking reduction in the SHF progenitor Td^+^ population in Tbx20^EH1Mut^ mice compared with control embryos (Fig. 6O,P). Taken together, these data suggest that aberrant specification and perturbed SHF dynamics underlie the loss of the SHF population at E9.5. Further, perturbations in this crucial progenitor population during development likely contribute to the cardiac phenotype observed in Tbx20^EH1Mut^ embryos. Our study highlights an unexplored role for the Tbx20-TLE complex in cardiac progenitor development and function.

## DISCUSSION

Tbx20 is essential for heart development, and its disease relevance is well established (Brown et al., 2005; Cai et al., 2005; Chen et al., 2021; Kirk et al., 2007; Singh et al., 2005; Stennard et al., 2005; Takeuchi et al., 2005). However, it was not known how Tbx20 mediates transcriptional regulation of an extensive network of cardiac genes. Here, we demonstrate that Tbx20 interaction with the Gro/TLE family of transcriptional corepressors is required for embryonic heart development. Disruption of the Tbx20-TLE interaction resulted in severe cardiac defects and embryonic lethality. Our findings suggest that the Tbx20-TLE complex represses progenitor gene expression in the developing heart. Further, we demonstrate that the Tbx20-TLE complex is essential for maintaining the SHF population. Our studies show that TLE proteins are an integral component of the Tbx20 interaction network, and our findings further elucidate the regulatory mechanisms of Tbx20 in the developing heart.

### Tbx20-TLE-mediated transcriptional repression

Tbx20 functions as both a transcriptional repressor and an activator, and studies indicate that its interactions with various protein networks dictate the transcriptional activities of Tbx20. Tbx20 directly interacts with crucial cardiac transcription factors, including Isl1, Gata4, Nkx2.5 and Casz1 (Brown et al., 2005; Kennedy et al., 2017; Stennard et al., 2003). However, few studies have directly tested the activities of these Tbx20 interactions *in vivo*.

More recently, Tbx20 has been shown to interact with TLE proteins, a family of transcriptional corepressors (Kaltenbrun et al., 2013). Further, the Tbx20-TLE complex is proposed to mediate transcriptional repression via the recruitment of the NuRD components (Kaltenbrun et al., 2013). Our current study aimed to investigate the requirement for the Tbx20-TLE interaction during mammalian heart development. We generated a mouse model with a two amino acid substitution in the Tbx20 EH1 domain, disrupting the Tbx20-TLE complex (Tbx20^EH1Mut^). We found that Tbx20^EH1Mut^ mice had severely impaired heart formation and were arrested in development at E9.5. These findings demonstrated that the Tbx20-TLE repression complex is crucial for embryonic heart development.

The cardiac defects in the Tbx20^EH1Mut^ mouse phenotypically parallel the Tbx20 null and global loss-of-function mutants (Cai et al., 2005; Singh et al., 2005; Stennard et al., 2005; Takeuchi et al., 2005). These models and ours display severely hypoplastic hearts that fail to undergo looping/chamber formation, resulting in embryonic lethality. Although the specific genes reported to be misregulated differ across the various Tbx20 null mutant mouse models, it is apparent that the genetic programs controlling chamber specification and maturation are severely dysregulated. These models established an essential role for Tbx20 in cardiac chamber development. However, these studies were unable to decipher whether Tbx20 directly activates genes involved in chamber differentiation or functions to repress genetic programs that impede chamber formation. Our model suggests the latter mechanism, as we also observed that genes involved in atrial and ventricular chamber formation (*Nppa*, *Hcn4*, *Tbx5*, *Hand1*) are downregulated in the Tbx20^EH1Mut^ heart. Therefore, Tbx20-TLE-mediated repression may serve as a primary mechanism by which Tbx20 regulates cardiac gene expression.

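Library by library, *Hcn4* was at 60.6, 138, 88.7 and 71.2 CPM in wild-type replicates 1 to 4 and at 50.1, 59.7, 39.2 and 48.5 CPM in Tbx20 EH1Mut replicates 1 to 4. Leaving out wild-type replicate 2, its highest library, changed the log2 fold change to -0.56 (adjusted p = 0.0379 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the 8 such fits ranged from 0.00750 to 0.0673. The log2 fold changes of *Nppa* and *Tbx5* stayed between -1.77 and -1.51 and between -0.86 and -0.75 in the 8 fits that each left out 1 library.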

Our study supports a crucial role for Tbx20 repression complexes in heart development. However, relatively little is known about the cardiac gene network that is regulated by Tbx20-mediated repression. To investigate the molecular underpinnings of impaired cardiac development in Tbx20^EH1Mut^ and to identify the subset of cardiac genes repressed by Tbx20, we performed transcriptomics analysis. We intersected our dataset with ChIP-seq data to identify putative direct Tbx20 targets (Boogerd et al., 2016). We found that several genes associated with the RA pathway (*Aldh1a2*, *Hoxa1*, *Hoxb1*, *Cyp26a1*) were upregulated in Tbx20^EH1Mut^ hearts. 

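*Cyp26a1* (ENSMUSG00000024987, chromosome 19 from 37697808 to 37701528 of GRCm38), which encodes an enzyme that breaks down retinoic acid, rose from 3.07 ± 0.694 CPM in wild-type hearts to 9.91 ± 2.30 CPM in Tbx20 EH1Mut hearts (SD, n = 4 each). The log2 fold change was 1.69 (standard error 0.237, adjusted p = 0.00115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no overlap between the genotypes and a range from 1.54 to 1.79 when 1 library was left out. The corresponding range was 3.24 to 5.14 for *Hoxb1*, called in each of the 8 fits, while *Aldh1a2* was called in 2 of them.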

Although regulation of the RA genes by Tbx20 was not demonstrated previously, Tbx5 and Tbx1, two additional T-box family members, are known regulators of the RA signaling genes (De Bono et al., 2018; Guris et al., 2006; Takahashi and Yamanaka, 2006). Cardiac defects observed with loss of Tbx1 are associated with aberrant activation of the RA signaling pathway (Aggarwal and Morrow, 2008; Guris et al., 2006; Parisot et al., 2011; Roberts et al., 2006; Ryckebusch et al., 2010; Yutzey, 2010). In addition, Rankin et al. recently demonstrated that Tbx5 directly activates the expression of *Aldh1a2* in cardiac progenitors (Rankin et al., 2021). Together with our findings, these studies suggest that T-box transcription factors are crucial regulators of the RA gene network. The RA signaling pathway has multifaceted functions in embryonic heart development and CHD. Studies across multiple species have demonstrated that proper RA titration is essential for cardiac morphogenesis, OFT development, and cardiomyocyte specification (De Bono et al., 2018; Nakajima, 2019; Niederreither et al., 2001; Rochais et al., 2009a; Ryckebusch et al., 2008; Stefanovic and Zaffran, 2017). In addition, alterations in the RA pathway are associated with cardiac looping defects (Bouman et al., 1995; Collop et al., 2006; Nakajima, 2019; Niederreither et al., 2001; Perl and Waxman, 2019, 2020; Smith et al., 1997). Therefore, our findings suggest that altered RA signaling contributes to the abnormal cardiac phenotype in Tbx20^EH1Mut^ mice.

Our transcriptomic analysis also revealed that a large group of cardiac progenitor and OFT genes were overexpressed in Tbx20^EH1Mut^ hearts. Included in this group was *Isl1*, a well-established direct transcriptional target of Tbx20 (Boogerd et al., 2018; Cai et al., 2005). In addition, we showed that the number of Isl1^+^ cardiomyocytes was significantly increased in Tbx20^EH1Mut^ hearts. These findings are corroborated by previous studies that show that loss of Tbx20 results in the upregulation of Isl1 in the myocardium (Boogerd et al., 2018; Cai et al., 2005). Furthermore, studies show that conditional loss of Tbx20 in embryonic cardiomyocytes results in upregulation of *Fgf10* and *Hopx*, progenitor genes identified as putative direct Tbx20 targets, both of which were upregulated in the Tbx20^EH1Mut^ hearts (Table S1) (Boogerd et al., 2018). 

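*Fgf10* (ENSMUSG00000021732) rose from 8.15 ± 1.62 CPM in wild-type hearts to 43.0 ± 16.8 CPM in Tbx20 EH1Mut hearts, a log2 fold change of 2.40 (standard error 0.258, adjusted p = 2.86e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the genotypes did not overlap. *Hopx* (ENSMUSG00000059325) went from 162 ± 35.7 to 278 ± 68.0 CPM, a log2 fold change of 0.78 (standard error 0.214, adjusted p = 0.0231 from the same test). For *Hopx* the genotypes overlapped (exact two-sided permutation test, p = 0.0571), and its adjusted p exceeded 0.05 in 4 of the 8 fits that left out 1 library (at most 0.0690 without Tbx20 EH1Mut replicate 4). Of its exon bases, 27.2% overlap *Hopxos* on the other strand, which had 236 counts in all against 68453 for *Hopx*.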

During the early stages of heart development, cardiac progenitors enter the heart tube, differentiate and coincidently downregulate the progenitor transcriptional program (Dyer and Kirby, 2009; Rochais et al., 2009a; Zaffran and Kelly, 2012). Therefore, these findings suggest that the Tbx20-TLE complex mediates the repression of the cardiac progenitor gene program in the developing heart tube and indicates that impaired differentiation contributes to developmental defects in Tbx20^EH1Mut^ mice.

Paradoxically, in Tbx20^EH1Mut^ hearts, we observe an increase in cells that appear to be stuck in a progenitor-like state, coincident with a significant decrease in cardiomyocyte proliferation. We propose that this is a consequence of altered cell cycle regulation in mutant hearts. Dynamics of cardiomyocyte proliferation are rapidly changing during the early stages of embryonic heart development (Günthel et al., 2018). Early cardiac progenitors display robust proliferation, but cardiomyocyte proliferation ceases as cells begin to differentiate during primary heart tube formation. Proliferation is then reinitiated after looping and during the beginning stages of chamber formation (Günthel et al., 2018; van den Berg et al., 2009). Because we observe impaired looping/chamber formation, we propose that the decrease in proliferation observed in Tbx20^EH1Mut^ may reflect an inability to reinitiate cardiomyocyte proliferation.

### The Tbx20-TLE complex regulates the cardiac progenitors

During early embryonic development, the FHF and SHF cardiac progenitor populations give rise to differentiated cardiac cell types. Although these two populations develop simultaneously, they are molecularly, anatomically and functionally distinct (Buckingham et al., 2005; Kelly and Buckingham, 2002; Kelly et al., 2014). FHF progenitors are the first to differentiate and give rise to the primitive heart tube, and specifically contribute to the left ventricle and atria. SHF progenitors display delayed differentiation and migrate to the anterior and posterior poles of the heart after primary heart tube formation, at which time they immediately differentiate and drive tube elongation. These cells contribute primarily to the OFT, RV and atria (Dominguez et al., 2023; Kelly et al., 2014; Rochais et al., 2009a; Zaffran and Kelly, 2012).

Although the primitive heart tube forms in our model, altered expression of FHF and SHF genes suggests cardiac progenitors may be affected. In addition, impaired looping, tube elongation and OFT development specifically implicates altered SHF progenitor function (Kang et al., 2009; Prall et al., 2007; Vong et al., 2006). Interestingly, different research groups who used distinct Tbx20 null mouse models arrived at opposite conclusions regarding Tbx20 regulation of SHF progenitors (Cai et al., 2005; Singh et al., 2005; Stennard et al., 2005; Takeuchi et al., 2005). Although definitive experiments directly investigating the molecular function of Tbx20 in the SHF have not been conducted, several studies support a role for Tbx20 in SHF progenitor function and maintenance. Expression analysis shows that *Tbx20* is abundantly expressed in early cardiac progenitors located in the CC at E7.5 (Kraus et al., 2001; Takeuchi et al., 2005). In addition, *in vitro* studies demonstrate that Tbx20 functions in concert with other cardiac progenitor transcription factors to regulate the expression of SHF-associated genes (Takeuchi et al., 2005). Further, recent zebrafish studies show that loss of Tbx20 early in cardiogenesis results in impaired cardiac progenitor development (Lu et al., 2017). In agreement with these studies, our analysis of single-cell RNA-seq data showed that *Tbx20* is expressed in the SHF populations during cardiogenesis.

Our analysis of FHF and SHF progenitors in Tbx20^EH1Mut^ also supports a role for Tbx20 in regulating cardiac progenitor dynamics. At E7.75, the FHF and SHF progenitors are clearly defined in control animals. In contrast, we show cells that express both FHF and SHF makers (*Hcn4*^+^*Isl1*^+^) are substantially increased in Tbx20^EH1Mut^ embryos, indicating that the Tbx20-TLE repression complex regulates transcriptional programs in FHF and SHF progenitors. We hypothesize that impaired heart tube formation in mutants is due in part to compromised progenitor specification, which results in uncoordinated differentiation and deployment. For example, disrupted cardiac specification could account for the decrease in FHF/left ventricle-specific gene expression in Tbx20^EH1Mut^ hearts. We also propose that the reduction of the SHF pool, paralleled with the increase in the proportion of SHF-derived cells in the heart tube at E9.5, suggests premature deployment of SHF progenitors. Taken together, our study suggests that impaired heart development in Tbx20^EH1Mut^ embryos results from misspecification of cardiac progenitors and perturbed progenitor function, including premature deployment of the SHF cells. Finally, although SHF cells successfully incorporate into the heart tube, they arrest in development and are unable to differentiate further (Fig. 7). Although future studies will be necessary to elucidate underlying mechanisms, our studies are the first to show a crucial role for the TBX20-TLE repressive complex in cardiac progenitor development and function.

**Fig. 7.**
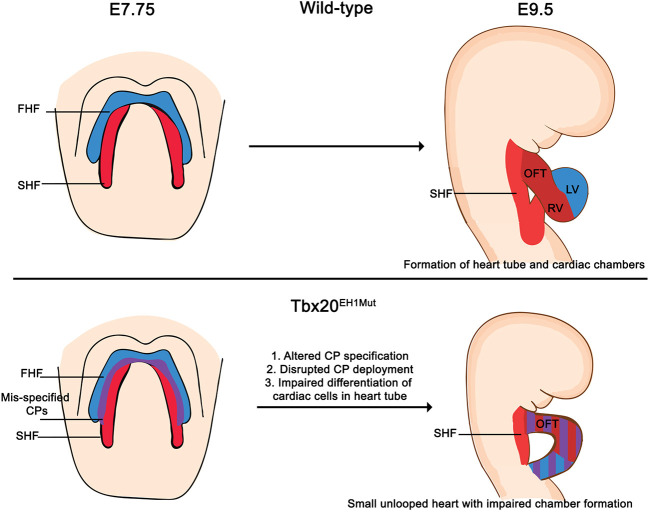
**Model describing altered cardiac development in Tbx20^EH1Mut^ mice.** Our study suggests that altered cardiac progenitor specification, disrupted progenitor deployment and impaired cardiac cell differentiation underly the impaired heart looping and chamber defects observed in Tbx20^EH1Mut^ mice. These studies show that the Tbx20-TLE transcriptional repression complex is a crucial regulator of cardiogenesis.

### Implications for Tbx20-TLE complex in CHDs

Elucidating transcriptional mechanisms is essential for understanding how Tbx20 regulates multiple cardiogenic processes. Our findings provide a new understanding of Tbx20-mediated transcriptional repression and indicate a crucial function for the Tbx20-TLE complex during heart development. Our studies also have implications for CHD and regenerative strategies. Mutations in components of the TLE repression complex or the transcriptional targets of the TBX20-TLE complex may be causative in various CHD. Our findings also suggest that cardiac phenotypes due to mutations in TBX20 or downstream target genes are not only due to loss of gene expression but also misexpression of genes in SHF-derived cells. Finally, we note that TBX20 is not only involved in CHD but is also associated with cardiomyopathy in patients (Kennedy et al., 2017; Kirk et al., 2007; Shen et al., 2011; Zhao et al., 2016). In mice, ablation of Tbx20 in adult cardiomyocytes leads to severe cardiomyopathy and premature death. Determining how abnormalities of the Tbx20-TLE complex contribute to adult-onset heart disease and identifying mutations in the TLE/Gro complex associated with cardiovascular disease will be crucial for assessing the function of the Tbx20-TLE interactions in additional disease states.

## MATERIALS AND METHODS

### Mice

Tbx20^EH1mut^ mice were generated by the UNC Animals Models Core Facility. Wild-type C57/Bl6, Gt(ROSA)26Sortm14(CAG-tdTomato)Hze (stock 007194), Mef2c-AHF-cre (Verzi et al., 2005) mice have all been previously described and were obtained from The Jackson Laboratory. Male and female mice were used in experiments. Research and animal use was approved by the Institutional Animal Care and Use Committee at the University of North Carolina and conformed to the Guide for the Care and Use of Laboratory Animals.

### Generation of Tbx20^EH1mut^ mouse line

Cas9 guide RNAs (gRNAs) targeting the *Tbx20* F18 and S19 codons were identified using Benchling software. Two gRNAs were selected for activity testing. gRNAs were cloned into a T7 promoter vector (UNC Animal Models Core) followed by *in vitro* transcription and silica spin column purification. Functional testing was performed by *in vitro* Cas9 cleavage assay. Each gRNA was incubated with recombinant Cas9 protein (UNC Animal Models Core) and PCR-amplified target region DNA, followed by gel electrophoresis to detect cleavage of the target site. Two guide RNAs were selected for genome editing in embryos: Tbx20-sg97B (protospacer sequence 5′-GGACATAAGCGCGGCGA-3′) and Tbx20-sg83B (protospacer sequence 5′-AAGCGCGGCGATGGAGA-3′). A donor oligonucleotide was designed to facilitate homologous recombination to introduce the F18L (TTC to TTa) and S19I (TCC to atC) mutations. The donor sequence was 5′-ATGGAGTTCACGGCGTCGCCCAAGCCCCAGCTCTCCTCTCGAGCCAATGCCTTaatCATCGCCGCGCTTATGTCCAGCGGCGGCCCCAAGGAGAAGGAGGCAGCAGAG -3′.

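*Tbx20* is read from the minus strand of chromosome 9, and in GRCm38 codons 18 and 19 lie at positions 24773789 to 24773794, in the coding part of exon 1 of 8 (24773719 to 24774284) of the transcript that encodes 445 residues. A second annotated transcript with 7 exons and 297 residues carries the same codons in its exon 1. On the coding strand the reference reads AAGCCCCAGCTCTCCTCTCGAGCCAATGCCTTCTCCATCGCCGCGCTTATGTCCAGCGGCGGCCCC, with TTCTCC at codons 18 and 19 and 30 bases on either side. The donor of 108 bases matches coding positions 1 to 108 (24773738 to 24773845) except for 3 substitutions, C54A, T55A and C56T, given as the reference base, the position counted from 1 at the A of the start codon, and the donor base. They change phenylalanine and serine to leucine and isoleucine. The guide RNA sg97B, GGACATAAGCGCGGCGA, matches the opposite strand at 24773771 to 24773787, beside a TGG PAM, and its expected cleavage falls after coding position 61. The guide RNA sg83B, AAGCGCGGCGATGGAGA, matches at 24773777 to 24773793, beside an AGG PAM, with expected cleavage after coding position 55, between substituted bases.

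**Figure D3:**
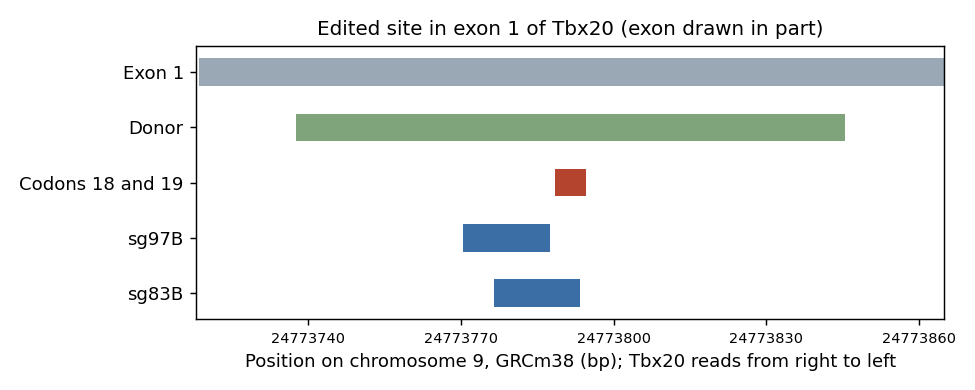
Map of the edited site on chromosome 9 of GRCm38, with position in base pairs on the horizontal axis and exon 1 of *Tbx20*, the donor, codons 18 and 19 and both guide RNA targets as bars drawn to scale. Both guide RNA targets lie within the stretch covered by the donor, next to or over codons 18 and 19.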

Embryos were produced by *in vitro* fertilization of C57BL/6J oocytes with sperm from a *Tbx20*^*Avi/+*^ male. Embryos were divided into two groups and each group was microinjected with recombinant Cas9 protein, donor oligo and one of the two guide RNAs. Microinjected embryos were implanted in pseudopregnant recipient females and resulting pups were screened by PCR and sequencing for the presence of the F18L-S19I allele. The first microinjection session was performed with 400 nM Cas9, 50 ng/μl gRNA and 50 ng/μl donor oligonucleotide. The session yielded three pups from 444 injected embryos, with none of the pups showing mutations at the target site. A second microinjection session was performed with 200 nM Cas9, 25 ng/μl gRNA and 50 ng/μl donor oligonucleotide. The Tbx20-sg97B gRNA mix yielded two pups from 188 injected embryos, with one animal showing insertion/deletion (indel) mutations at the target site. The Tbx20-sg83B yielded 11 pups from 291 injected embryos. One male (#7) was found to have the desired F18L-S19I amino acid changes. The animal did not have the Tbx20-avitag, indicating that the F18L-S19I mutation was inserted in an otherwise wild-type Tbx20 allele. The positive founder was transferred to the client for breeding. Two additional animals with indel mutations were also identified in this group. A third injection session was performed with the same reagent concentrations as the second, yielding three pups from the Tbx20-sg97B gRNA and nine pups from the Tbx20-sg83B gRNA. One male (#21) from the sg83B injection had a small amount of the F18L-S19I mutation in addition to an indel, and was positive for the Tbx20-avitag. The founder was mated to C57BL/6J females for transmission of the mutant alleles. Approximately 50% of the pups from this founder had a 16 bp deletion mutation at the F18-S19 target area *in cis* with the avitag insertion. The other pups were wild type at the F18-S19 target region, and no transmission of the F18L-S19I mutation was detected. The resulting pups were screened by PCR and sequenced for the presence of the mutation allele. Male founders with the correct mutation were mated to wild-type C57BL/6J females for germline transmission of the mutated allele. Lines were back-crossed for at least three generations.

### Scanning electron microscopy

SEM was performed as previously described (Dorr et al., 2015). Briefly, embryos were fixed in paraformaldehyde/2.5% glutaraldehyde in 1× PBS, washed in 1× PBS, dehydrated and subjected to critical point drying. Embryos were mounted ventral side up and ion sputtered with gold-palladium to 10 µm thickness. Embryos were scanned with a Zeiss Supra 25 FESEM microscope. SEM photomicrographs were taken in standard orientations and magnifications.

### Histology and immunohistochemistry

For histology and immunohistochemistry, embryos were fixed in 4% paraformaldehyde/PBST (PBS + 0.1% Tween) overnight at 4°C. Embryos were then processed for either paraffin embedding or frozen in OCT. For histology, paraffin sections were dewaxed and stained with Hematoxylin and Eosin, according to standard protocols (Cardiff et al., 2014). Histology sections were imaged on an Olympus BX61 fluorescence microscope. For immunohistochemistry, cryosections were thawed, washed in 1× PBS and subjected to antigen retrieval as previously described (Dorr et al., 2015). The following primary antibodies were used: mouse anti-tropomyosin [Developmental Studies Hybridoma Bank (DSHB) clone CH1, 1:50]; rabbit anti-phospho-histone H3 (Millipore, 06-570, 1:200); mouse anti-Islet1 (DSHB, clone 39.4D5, 1:75); rabbit anti-Tle3 (Abcam, ab94972, 1:500); rabbit anti-smooth muscle actin (Abcam, ab5694, 1:500); rabbit anti-Tbx20 (Genscript, GS5922, 1:250). Secondary antibodies were: Alexa Fluor 488 goat anti-mouse IgG H+L (Thermo Fisher Scientific, A11001, 1:1000); Alexa Fluor 546 goat anti-mouse IgG1 (Thermo Fisher Scientific, A21123, 1:1000). Immunohistochemistry images were captured on a Zeiss LSM 800 or 900 laser scanning confocal microscope. Whole-mount (brightfield) images were captured using a Leica MZ 16F dissection microscope with a Retiga 4000RV camera. ImageJ (National Institutes of Health) was used for image analysis and standard image processing.

### Fluorescence *in situ* hybridization

We adapted a previously published protocol for the whole-mount *in situ* hybridization experiments (de Soysa et al., 2019). Briefly, embryos were fixed in 4% paraformaldehyde/PBST overnight at 4°C, washed three times with 1× PBST and dehydrated through 25%, 50%, 75% and 100% methanol. Embryos were stored in 100% methanol at −20°C until the *in situ* protocol was performed. The RNAscope Multiplex Fluorescent reagent Kit V2 (323100) was used according to the manufacturer's protocol with the following adaptations: the air-drying step was omitted, for embryos younger than E9.5 the protease digestion step was omitted, probes were hybridized overnight at 40°C, 0.2× SSCT (saline-sodium citrate with 0.01% Tween) was used for all wash steps and embryos were counterstained overnight with DAPI. Embryos were mounted onto coverslips and imaged in 1× PBST. For analysis of the FHF and SHF the entirety of the heart fields was imaged using a Zeiss LSM 900 laser scanning confocal microscope (Fig. 5). For *in situ* hybridization experiments performed on cryo-tissue sections, tissue was processed as described above. *In situ* hybridization was performed using the RNAscope Multiplex Fluorescent reagent Kit V2 (323100) according to the manufacturer's protocol, with the following adaptations: slides were thawed at room temperature for 5 min, the protease digestion step was omitted and probes were hybridized overnight at 40°C. The following RNAScope probes (ACDBio) were used in this study, *Hcn4* (421271), *Isl1* (451931-C3), *Tbx1* (481911), *Tbx5* (519581-C2) and *Aldh1a2* (540221-C3).

### Quantitation of cardiomyocyte proliferation

For quantification of cardiomyocyte proliferation, embryos were processed as described above (see ‘Histology and immunohistochemistry’). Cryosections were stained for TPM1, pHH3 and DAPI. For quantitative analysis, 11-16 sections were analyzed from control (Tbx20^+/+^) (*N*=3) and Tbx20^EH1mut^ (Tbx20^EH1Mut/EH1Mut^) (*N*=4) embryos. These sections represent the entirety of the heart (anterior, middle and posterior). The mitotic index was calculated by dividing the total cells positive for TMY and pHH3 by the total cells positive for TPM1. Statistical analysis was performed using Welch's *t*-test.

### Quantitation of the FHF and SHF population in CC

Analysis of the E7.75 embryos was performed using Imaris (10.0.01) software. Images were converted to Imaris file format and were masked to include only the CC. Surface volume renderings were performed using the Surface tool. The Spots tool was used to calculate the number of cells per surface and the number of *Hcn4*/*Isl1* double-positive cells. Statistical analysis was performed using Welch's *t*-test.

### Quantitation of Isl1^+^ cardiomyocytes and proliferating Isl1 cells in the SHF

For quantification of Isl1^+^ cardiomyocytes, embryos were processed as described above (see ‘Histology and immunohistochemistry’). Cryosections were co-stained for Isl1, SMA and DAPI. A total of seven sections corresponding to the anterior, middle and posterior positions of the heart were analyzed from wild-type (*N*=3) and Tbx20^EH1mut^ (*N*=3) embryos. Percentage Isl1^+^ cardiomyocytes were calculated by dividing total cells positive for SMA and Isl1 by total cells positive for SMA. To quantify the mitotic index of Isl1^+^ cells in the SHF, cryosections were co-stained with Isl1, pHH3 and DAPI. A total of 5-7 sections corresponding to anterior, middle and posterior positions of the SHF were analyzed from wild-type (*N*=4) and Tbx20^EH1mut^ (*N*=4) embryos. The mitotic index was calculated by dividing the total SHF cells positive for Isl1 and pHH3 by the total SHF cells positive for Isl1. Statistical analysis was performed using Welch's *t*-test.

### RNA-seq and analysis

E9.5 hearts were collected from 12 wild-type and 12 Tbx20^EH1Mut^ embryos. Four biological replicates were performed (three hearts were pooled for each replicate). RNA was isolated using the RNAqueous micro kit (Ambion) as per the manufacturer's protocol. Poly-A selected RNA-seq libraries preparation, sequencing reactions, and initial bioinformatic analysis were conducted at GENEWIZ, LLC. Samples were run on a HiSeq2500 (Illumina) with 2×150 bp paired-end reads.

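In the RNA-seq libraries, 2148 genes were called higher and 2070 lower in Tbx20 EH1Mut hearts at an absolute log2 fold change of at least 0.5 (adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under glmTreat at that threshold, 745 and 475 genes were called. Keeping only genes with at least 10 counts in every library gave 2090 and 1948 calls.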

Genes with an adjusted *P*-value<0.05 and a log2(fold change)>0.5 in either direction were considered differentially expressed. Canonical pathway and upstream regulator analysis were performed using Ingenuity Pathway Analysis (IPA) (Qiagen, https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/). Tbx20 ChIP-seq data from E11.5 hearts was obtained from previously published data available from the European Molecular Biology Laboratory–European Bioinformatics Institute (EMBL-EBI) database (accession number E-MTAB-3967).

### Isolation of TBX20-GFP complexes for co-immunoprecipitation

TBX20 protein co-immunoprecipitation was performed using GFP-Trap magnetic beads (Chromotek) following the manufacturer's protocols with slight modification. Briefly, HEK293 cells expressing either wild-type (Tbx20-GFP) or Tbx20^EH1Mut^ (Tbx20^EH1MUT-GFP^) protein and Nkx2-5-V5 were washed twice with cold PBS (Thermo Fisher Scientific, 14190144), harvested by scraping with a cell lifter and centrifuged at 350 ***g*** for 10 min at 4°C. Cell pellets were resuspended in 600 µl lysis buffer [20 mM K-HEPES (pH 7.4), 150 mM NaCl, 100 mM KOAc, 2 mM MgCl_2_, 0.5% NP-40, 1 µm ZnCl_2_ 1 µm CaCl_2_] with protease (Millipore Sigma, 8340), phosphatase inhibitors (Millipore Sigma, 5726 and P0044) and nuclease (Thermo Fisher Scientific, 88700). The cell suspension was then incubated on ice for 30 min with pipetting every 10 min and then pelleted at 20,000 ***g*** for 10 min at 4°C. Then, 900 µl of dilution buffer [10 mM Tris-Cl (pH 7.5); 150 mM NaCl; 0.5 mM EDTA] was added to cleared lysate. Diluted lysate was incubated with 50 µl equilibrated GFP-Trap magnetic beads by rotating for 1 h at 4°C. Beads were washed three times with 500 μl of dilution buffer. GFP complexes were eluted from beads in 45 µl 6× Laemmli Sample Buffer at 95°C for 10 min. Protein complexes were examined by Western blotting.

## Supplementary Material

Click here for additional data file.

10.1242/develop.201677_sup1 Supplementary information Click here for additional data file.

Table S1. Dataset of differentially expressed genes in wild-type and Tbx20^EH1Mut^ hearts at E9.5 from RNA-Seq analysis. Click here for additional data file.

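Table S1 lists 17348 genes, of which the first 1999 in order of Ensembl identifier were used here. Among the 2368 genes that the deposited files list up to the last of these identifiers, those in the table had a mean of at least 10.1 counts per library and those left out had a mean of at most 10. The values that Table S1 gives per library were the deposited counts divided by one constant for each library, from 0.802 for Tbx20 EH1Mut replicate 3 to 1.26 for wild-type replicate 3. For *Slc4a1*, which encodes an anion exchanger of red blood cells, the paper's value is -2.78, and edgeR gave -2.77 (standard error 0.409, adjusted p = 0.00141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).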

# Supplementary material for: The Tbx20-TLE interaction is essential for the maintenance of the second heart field
**Source:** Development. 2023 Oct 30;150(21):dev201677. doi: 10.1242/dev.201677
**Supplement:** Supplementary information

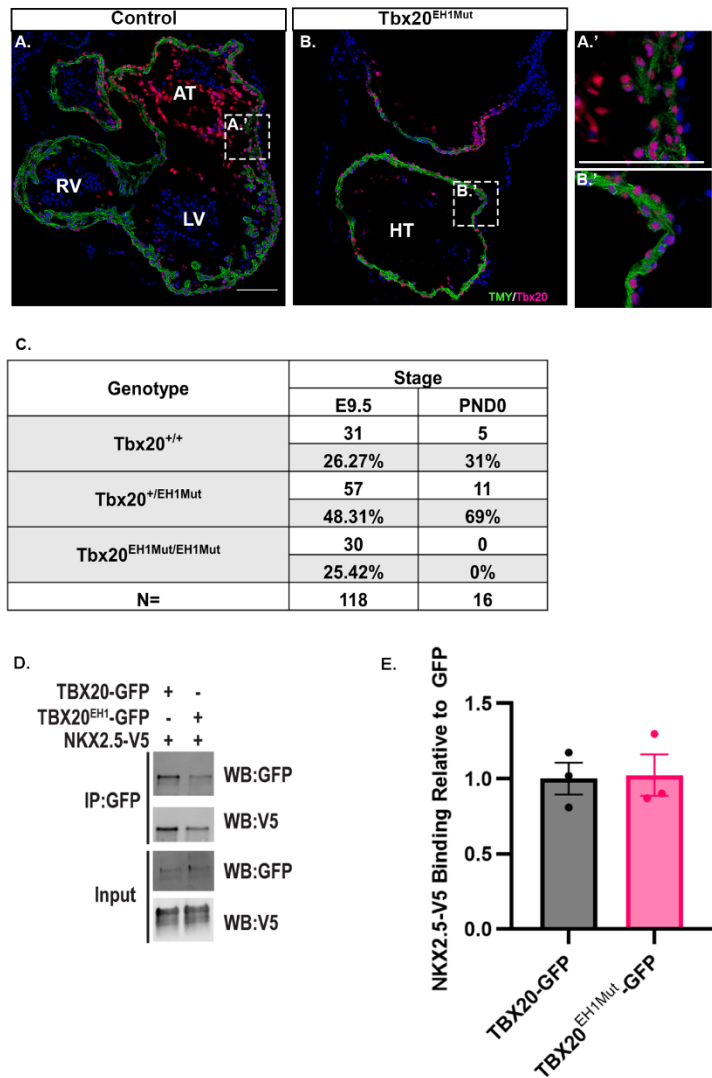

**Fig. S1. Immunohistochemical analysis of Tbx20 in control and Tbx20<sup>EH1Mut</sup> embryos and genotype distribution. Related to Figure 1.**

(A-B') Immunohistochemical analysis of Tbx20 (red) positive cardiomyocytes (TMY; green) in control and Tbx20<sup>EH1Mut</sup> hearts at E9.5. Scale bar, 100  $\mu$ M.

(C) Genotype distribution of wild-type, heterozygous, and homozygous mutant embryos at E9.5 and postnatal day (PND) 0.

(D) Representative western blots demonstrating the interaction of Wild-type or Tbx20<sup>EH1Mut</sup> protein with Nkx2.5.

(E) Quantification of NKX2.5-V5 abundance in affinity-purified TBX20-GFP protein complexes. Protein abundance is relative to GFP. N = 3 biological replicates. Data expressed as means. Error bars represent  $\pm$  SEM.

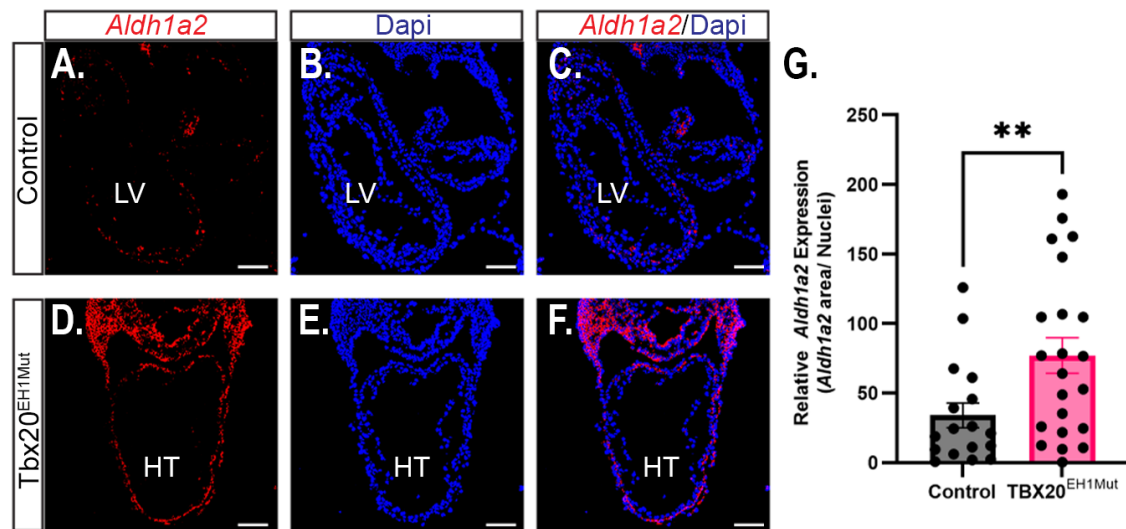

**Fig. S2. RNA-FISH analysis of *Aldh1a2* in control and *Tbx20*<sup>EH1Mut</sup> embryos at E9.5. Related to Figure 2.**

(A-F) RNA-FISH analysis of *Aldh1a2* in the heart tube shows a significant increase in the expression of *Aldh1a2* in the heart tube of *Tbx20*<sup>EH1Mut</sup> embryos at E9.5. Scale bar, 100uM.

(G) Quantitation of the total area of *Aldh1a2* expression in the heart tube of control and *Tbx20*<sup>EH1Mut</sup> embryos. (N=3 per genotype, n=4-7 sections per animal). Data are expressed as mean values, error bars represent  $\pm$  standard error of the mean (SEM). Welch's *t*-test, \*\**p* ≤ 0.01

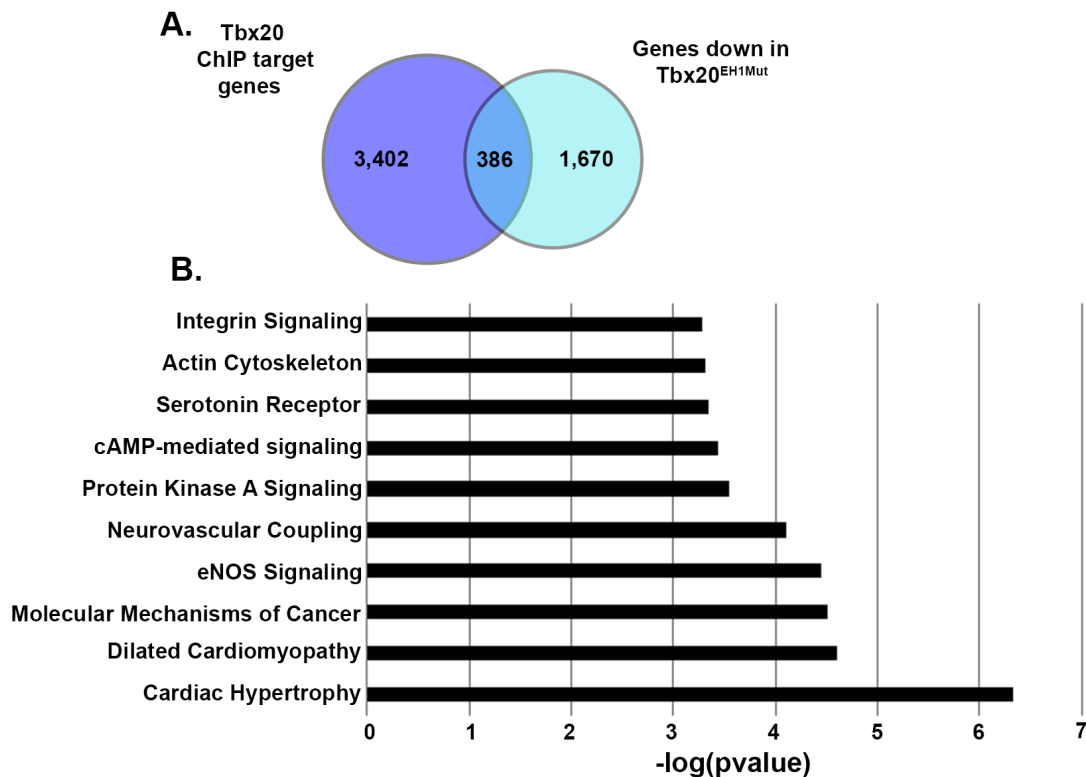

**Fig. S3. Overlap of downregulated genes in Tbx20<sup>EH1Mut</sup> hearts with Tbx20 ChIP-seq. Related to Figure 2.**

(A) Overlap of downregulated genes in Tbx20<sup>EH1Mut</sup> hearts (adjusted p-value  $\leq 0.05$  and log2 fold change  $\geq 0.585$ ) with Tbx20 ChIP-seq (chromatin immunoprecipitation followed by high throughput sequencing) dataset (Boogerd et al., 2016).

(B) Ingenuity Pathway Analysis of genes downregulated in Tbx20<sup>EH1Mut</sup> hearts and identified as putative direct Tbx20 targets by Chip-Seq.

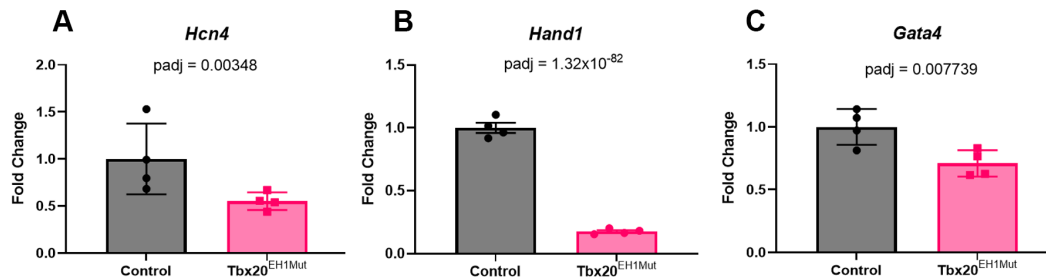

**Fig. S4. Gene expression of First Heart Field associated genes in control and *Tbx20*<sup>EH1Mut</sup> hearts, identified by RNA-Seq. Related to Figure 2.**

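Expressed as the level in Tbx20 EH1Mut hearts relative to wild-type hearts from the fitted log2 fold changes, the expression of *Hcn4* was 0.551, that of *Gata4* was 0.71 and that of *Hand1* was 0.176. The lowest and highest Tbx20 EH1Mut library had 15.3 and 20.2 CPM of *Hand1*, against 91.2 and 111 CPM in wild-type libraries. For *Gata4* the highest Tbx20 EH1Mut library (247 CPM) exceeded the lowest wild-type library (241 CPM).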

(A-C) Relative gene expression analysis of first heart field associated genes in control and *Tbx20*<sup>EH1Mut</sup> hearts. Data are shown as fold change. All samples normalized to average control expression.

**Table S1. Dataset of differentially expressed genes in wild-type and *Tbx20*<sup>EH1Mut</sup> hearts at E9.5 from RNA-Seq analysis.**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.201677#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

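The RNA-seq data are 8 libraries of whole hearts at embryonic day 9.5, 4 wild-type and 4 Tbx20 EH1Mut, each from 3 pooled hearts. The authors deposited 1 table per library with raw counts, whole numbers of reads or read pairs per Ensembl gene, not normalized. The RNA was poly-A selected, and the libraries were sequenced and first analysed at a company. The paper's text names no trimmer, aligner, counting tool, genome build or strand setting, and the tables have the layout that featureCounts writes. Each lists 49315 genes with the positions and summed length of their exons. Of these, 49056 were found by identifier in GENCODE M21 (GRCm38), 91.4% of them with the same start and end. A symbol was matched by identifier to 48970 genes. Symbols that had changed were looked up among the synonyms of RefSeq's annotation of GRCm38.p6. Genotype and replicate number were taken from the sample labels and the paper. All pairs of libraries of a genotype differed by more than sampling noise, so each library was counted as 1 replicate.

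Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, library sizes were scaled by TMM, and glmQLFit and glmQLFTest were run with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 17163 genes tested. The common dispersion was 0.0707. A gene was called at an adjusted p of at most 0.05, with absolute log2 fold change thresholds of 1, 0.585 and 0.5. Single values per library were compared with an exact two-sided permutation test of the difference in means over 70 arrangements, whose smallest p is 0.0286. The same steps were tested on simulated counts in which 200 genes were changed. Of these, 70.5% were recovered, 7.84% of the calls over 16989 simulated genes were not changed genes, and the median error of the log2 fold change was 0.021. DESeq2's Wald test on 21477 simulated genes gave 32.5% such calls. In the simulation, genes that fail the filter were all given the highest dispersion found among the genes that pass it. DESeq2 tested such genes and edgeR did not. The 32.5% therefore cannot be set against the 7.84% and does not measure DESeq2's error on the real counts.

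The rule for the genes named in the text, the marker lists and the first set of alternatives were fixed before the data were examined. The rule names *Tbx20*, each gene the paper's text names as a result of its RNA-seq, and the 5 largest rises and 5 largest falls among called genes with a mean of at least 5 CPM, a symbol other than a predicted-gene name and no overlap between the genotypes. It gave 45 genes, of which 44 passed the filter, and some of them are not reported here. Marker lists covered foregut epithelium, hepatic and visceral endoderm, erythroid cells, neural tube, neural crest, somite mesoderm, proepicardium, endothelium, cardiomyocytes, the G2 and M phases, the S phase, hypoxia, p53 targets, retinoic acid-responsive genes, Y-linked genes and X inactivation. Lists of glycolysis genes, nuclear respiratory chain genes, ATF4 targets, mitochondrially encoded messages and more erythroid genes were written after the counts had been seen. Lists with at least 3 tested genes were tested with camera of limma 3.58.1 (correlation 0.01), with fry and with camera's estimated correlation.

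The first set of alternatives was RLE size factors, upper-quartile scaling, library size alone, DESeq2 1.42.0, limma-voom, glmTreat, no filter except at least 1 count, at least 10 counts in every library, a replicate block, 1 surrogate variable from sva 3.50.0, an offset on gene length from a loess trend (span 0.3), and leaving out each library in turn. Alternatives added after seeing the data were DESeq2 on genes with a mean above 10 counts, an offset on GC content, and the level of foregut markers or of Y-linked genes as a covariate. Tables were joined with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Total counts lay between 33359322 and 49523086 per library, and fold changes of genes near 1 CPM are the least precise. Since the strand setting is not stated, reads of overlapping genes and of close paralogs are uncertain. The Tbx20 ChIP-seq data, the pathway analysis and the full gene lists behind Fig. 3 were not analysed here.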

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

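The tests of the endothelial genes, of gene length and GC content for the foregut markers and the largest changes, of overlapping genes, and of foregut levels between the genotypes were chosen after the result was seen. With camera's preset correlation, the foregut, erythroid, endothelial, G2 and M phase, S phase, hypoxia and retinoic acid-responsive lists passed an adjusted p of 0.05. All of these except the foregut list (0.0580) also passed with fry, as did the somite list (0.0118), which had not passed with camera. With an estimated correlation, hypoxia (0.0455) was the only one of these lists that passed.

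In 8 of 136 groups of 4 libraries, 1 library lay far from the other 3, with a gap over Dixon's 95% critical share of the range, where chance gives 6.8. Wild-type replicate 2 was that library in 3, for *Meis2* (gap 0.960 of the range), somite genes (0.906) and hypoxia genes (0.923), and Tbx20 EH1Mut replicate 3 in 2, for *Fgf10* (0.844) and *Meis2* (0.845). The others were wild-type replicate 4 for Y-linked genes (0.920), Tbx20 EH1Mut replicate 1 for *Rdh10* (0.836) and Tbx20 EH1Mut replicate 2 for *Xist* (0.895). Without the library in question, the median log2 fold change was 2.70 for somite genes, against 1.26 with it, 1.41 for hypoxia genes and -0.30 for Y-linked genes. The log2 fold change was 2.10 for *Fgf10* and 1.18 or 1.03 for *Meis2* without wild-type replicate 2 or Tbx20 EH1Mut replicate 3. *Rdh10* lost its call without Tbx20 EH1Mut replicate 1, with a log2 fold change of 0.43 and an adjusted p of 0.100 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the 8 fits that left out 1 library ranged from 0.0373 to 0.128. Wild-type replicate 2 also had the strongest trend of its deviations with gene length (correlation across genes 0.44, genes not being independent replicates). No biological explanation was tested for these single libraries.

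Foregut epithelium markers were higher in Tbx20 EH1Mut libraries, with a median log2 fold change of 2.53 over 12 genes, all 12 higher and 4 called. Their mean log2 CPM was -1.71, 2.42, -2.75 and -0.23 in wild-type replicates 1 to 4 and 4.06, 3.80, 1.32 and 2.64 in Tbx20 EH1Mut replicates 1 to 4, so the genotypes overlapped. *Epcam* went from 5.16 to 45.2 CPM and *Cldn6* from 5.82 to 27.3 CPM, and 10 of the 12 genes had at least 1 CPM in wild-type hearts. The median was 2.46 with the offset on gene length and 2.57 with the offset on GC content, which argues against both trends as the whole cause. Without wild-type replicate 2 it was 4.61. Uneven inclusion of foregut tissue in the dissection may explain the markers, as may a change in the mutant tissue. A difference between the genotypes cannot be told apart from uneven dissection at 4 libraries each (exact permutation test, p = 0.0571), and 2 of the 35 splits of the 8 libraries gave a median as large.

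Erythroid genes were lower in Tbx20 EH1Mut libraries, with a median log2 fold change of -2.07 over 12 genes, of which 11 were called lower (adjusted p of the list 7.33e-06 from camera). They held 0.331% of the counts in wild-type and 0.0831% in Tbx20 EH1Mut libraries, with no overlap (exact permutation test, p = 0.0286, and 0.0667 after Benjamini-Hochberg adjustment over 7 such measures). The median was -2.27 with the offset on gene length, -2.08 with the offset on GC content and -1.98 under the other scaling that brought it closest to 0, which argues against those causes. Another list of 18 tested erythroid genes had a median of -1.49, with 15 called lower, which is consistent with fewer red blood cells in the mutant libraries. Whether the embryos had fewer such cells or the hearts held less blood was not tested. Of the 35 splits, 1 gave a median as large.

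For endothelium, the marker genes were higher in Tbx20 EH1Mut libraries. The median log2 fold change of endothelium genes was 0.57 over 12 genes, with 9 higher and 7 called, and 1 of the 12 is also among the genes the paper names. All 12 had at least 1 CPM in wild-type hearts. The median was 0.60 with the offset on gene length and 0.56 with the offset on GC content, which argues against both. A lower share of cardiomyocytes would raise all other cell types alike, but the erythroid genes went the other way (-2.07). Blood content can change on its own, so the erythroid genes cannot exclude a lower share. With the foregut marker level as a covariate the median was 0.52 and the list no longer passed (adjusted p 0.0732 from camera, where the 14 alternatives ranged from 0.00440 to 0.0732), and without wild-type replicate 1 it was 0.55 (0.0733). Carry-over of foregut tissue with its vessels cannot be told apart from a change of the endothelium, since the marker level was itself higher in Tbx20 EH1Mut libraries. Only 1 of the 35 splits, that by genotype, gave a median as large.

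Hypoxia genes were higher in Tbx20 EH1Mut libraries, with a median log2 fold change of 1.40 over 15 genes, all 15 called (adjusted p of the list 4.20e-12 from camera), and 1 of the 35 splits gave a median as large. All 15 had at least 1 CPM in wild-type hearts. With the offsets on gene length and GC content the median was 1.496 and 1.42, and with the foregut marker level as a covariate it was 1.19, which argues against those causes. A separate list of 12 glycolysis genes had a median of 0.45, with 7 called higher and 1 lower (adjusted p 0.0103 from camera), which is consistent with a response to low oxygen. The mean level of the glycolysis genes overlapped between the genotypes (exact permutation test, p = 0.114). Whether a response arose in the embryo or during dissection was not tested.

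The share of counts on mitochondrial genes was 2.52 times as large in wild-type as in Tbx20 EH1Mut libraries, 1.92% against 0.764%, with no overlap (exact permutation test, p = 0.0286, and 0.0667 after adjustment over 7 measures). Of 12 mitochondrially encoded messages tested, 10 were lower and 6 called, with a median log2 fold change of -0.78. It was -0.94 with the offset on GC content and -1.03 with the offset on gene length, which argues against both trends, and -0.30 with the foregut marker level as a covariate. Fewer mitochondria may be the cause. Of 43 nuclear respiratory chain genes, 8 were called lower, but their median of -0.0081 changed sign with the setting, to 0.58 with that covariate, 0.065 with upper-quartile scaling and 0.15 without wild-type replicate 1. Fewer mitochondria and a lower level of their messages cannot be told apart, because that median lies near 0 with genes going both ways.

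The largest changes outside the genes the paper discusses were log2 fold changes of 5.27 for *Timp4*, 5.10 for *Ndufa4l2*, 4.23 for *Chac1*, 3.78 for the antisense gene *Hoxaas2*, -4.55 for *Rxfp1*, -3.78 for *Myo16*, -2.77 for *Slc4a1*, -2.65 for *Adam33* and -2.58 for *Itga4*. All 9 kept their call with the offset on gene length, and 9 did with the offset on GC content, which argues against both trends. Exons of 4 of them overlap another gene. *Timp4*, *Ndufa4l2* and *Hoxaas2* changed by more than the overlapping gene, and the gene that overlaps *Itga4* had 13 counts in all against 3089, so reads of the other gene are not the whole cause in these 4. *Hoxaas2* shares 14.97% of its exon bases with *Hoxa3*, which had a log2 fold change of 1.99. *Chac1* is a target of the stress factor ATF4. Other ATF4 targets had a median of 0.31, with 4 of 14 called higher and 1 lower. That list passed with camera (adjusted p 0.0262) but not with fry (0.0593), so an ATF4 response cannot be told apart from a change of *Chac1* alone.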

How the results depend on the processing

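Of 24 results on counts and marker lists, 7 kept their direction and their side of the threshold under each alternative run, including the fits that left out 1 library. These were the medians of erythroid genes (-2.30 to -1.79), G2 and M phase genes (-0.68 to -0.41), S phase genes (-0.88 to -0.48), hypoxia genes (1.19 to 1.55) and retinoic acid-responsive genes (1.44 to 2.78), and, not past the threshold, p53 targets (-0.21 to -0.05) and Y-linked genes (-0.51 to -0.05). For the lists, the threshold was an adjusted p of 0.05 from camera at its preset correlation, and other list tests were not counted as alternatives. With camera's estimated correlation, only the hypoxia list passed (adjusted p 0.0455). The erythroid, G2 and M phase, S phase and retinoic acid-responsive lists did not. The foregut and Y-linked covariates, the GC offset and DESeq2 on genes with a mean above 10 counts were chosen after seeing the data. For the changes below the cause was not tested unless stated.

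Testing against the fold change threshold itself with glmTreat asks more of each gene. It gave 242 calls at a log2 fold change of 1 (178 higher, 64 lower), 566 higher and 306 lower at 0.585, 745 higher and 475 lower at 0.5, and 14 genes of Fig. 3B and 20 of Fig. 3D. With the foregut marker level as a covariate, the counts were 3340 in all (1790 higher, 1550 lower) at 1, 2872 lower at 0.585 and 3132 lower at 0.5, and of the 1859 genes called without it, 1359 were called. As the covariate is the list's own mean, it brought the foregut median to 0.017 by construction. It also reversed the medians of neural tube (-0.064), neural crest (-0.24), somite (-0.56), proepicardium (0.10) and cardiomyocyte genes (0.42) and the log2 fold change of *Myh7* (-0.19), and with it endothelial genes (0.52) no longer passed the threshold. The other scalings gave 1858 (RLE), 1923 (upper-quartile) and 1791 (library size) calls at 1, with 61.2%, 70.4% and 55.2% of them higher against 61.6%, and upper-quartile scaling moved the median of all genes to 0.089.

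Hepatic and visceral endoderm genes passed the threshold with no filter except at least 1 count (2.16), with the Y-linked covariate (2.12) and with the replicate block (1.57). The neural tube median was -0.36 with at least 10 counts in every library, a filter that leaves fewer of its genes, and the cardiomyocyte median was 0.021 with upper-quartile scaling. Under that filter on counts, *Rdh12*, *Hoxb1*, *Timp4*, *Rxfp1*, the foregut list and the somite list gave no value. The replicate block gave 1678 calls at a log2 fold change of 1. Libraries of the same number deviated together with correlations of -0.27, 0.34, 0.06 and 0.06 across genes for replicates 1 to 4, and neither the paper nor the labels give a shared litter or day, so the numbers do not pair the libraries.

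Leaving out 1 library gave 1348 to 2772 calls at a log2 fold change of 1, the extremes without wild-type replicates 4 and 1. Of these, 822 to 1728 were higher, and 1298 to 2737 were higher at 0.585 and 1375 to 2948 at 0.5, each without wild-type replicates 3 and 1. At 0.5, 1376 to 2719 were lower, without Tbx20 EH1Mut replicate 4 and wild-type replicate 1. The ranges were 18 to 24 for genes of Fig. 3B and 28 to 35 for those of Fig. 3D. Medians ranged from 0.86 without Tbx20 EH1Mut replicate 2 to 2.50 without Tbx20 EH1Mut replicate 4 for hepatic, from 0.74 without Tbx20 EH1Mut replicate 1 to 2.16 without wild-type replicate 2 for neural crest, and from 0.40 without Tbx20 EH1Mut replicate 1 to 2.70 without wild-type replicate 2 for somite genes. They ranged from -0.34 without wild-type replicate 2 to 0.23 without wild-type replicate 1 for proepicardium, from 0.50 without wild-type replicate 2 to 0.59 without Tbx20 EH1Mut replicate 2 for endothelial, and from -0.14 without Tbx20 EH1Mut replicate 3 to 0.039 without wild-type replicate 1 for cardiomyocyte genes. Without Tbx20 EH1Mut replicate 3, hepatic (2.43), neural crest (1.94) and somite (1.67) genes passed the threshold, and without Tbx20 EH1Mut replicate 4 hepatic genes did. Without wild-type replicate 1, endothelial genes (0.55) did not. Of the 44 named genes tested, 9 changed sides in at least 1 of these fits, with 33 of 352 values weaker and 3 stronger. The other alternatives set before gave 10 weaker and 7 stronger of 436 values, in 8 genes, and those added later 11 weaker, 4 stronger and 1 reversed of 176, in 11 genes. Few counts limit *Rbp7*, which had at most 9 counts in a wild-type library.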

Differences from the paper's values

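At the thresholds of Fig. 2A the paper reports 2218 genes, 1363 upregulated and 855 downregulated, and edgeR called 1859, 1145 and 714, within 1.5 times of each. DESeq2's Wald test on genes with a mean above 10 counts, chosen after seeing the values, called 2218, 1363 and 855. Its log2 fold changes of *Aldh1a2* (1.34437), *Hoxb1* (3.66844), *Ccnd2* (-1.52865) and *Mybpc3* (-0.421504) equalled those of Table S1. The choice of test and filter alone can therefore account for the difference in these counts. At 0.585, about 2400 upregulated genes in Fig. 2C and about 2100 downregulated genes in Fig. S3A, read by eye, stood against 1966 and 1760. The same setting gave 2387 and 2056, and 1 surrogate variable gave 2369 upregulated genes. The expression of *Hcn4*, *Gata4* and *Hand1* relative to wild-type hearts was about 0.55, about 0.71 and about 0.17 in Fig. S4, read by eye, against 0.551, 0.71 and 0.176.

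The paper lists *Myh7* among the downregulated genes, while its log2 fold change was 0.21 (adjusted p = 0.433 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No alternative called it, and it was below 0 only with the foregut covariate (-0.19). Of the other genes the paper lists as changed, the following were not called by the same test, where called means an adjusted p of at most 0.05 with no fold change threshold. *Rdh12* was called under DESeq2 (adjusted p 0.0416), with 1 surrogate variable (0.0152) and under DESeq2 with a mean above 10 counts (0.0398), over a range of 0.0152 to 0.518 for the alternatives with all 8 libraries and 0.0539 to 0.218 with 1 library left out. *Myocd* was called under DESeq2 (0.0263), with no filter (0.0429), under DESeq2 with a mean above 10 counts (0.0270), with the foregut covariate (0.00228) and without wild-type replicate 1 (0.0129), over corresponding ranges of 0.00228 to 0.117 and 0.0129 to 0.129. Its log2 fold change of -0.82 was -0.36 without wild-type replicate 2. *Mybpc3* was called with library size alone (0.0260), under DESeq2 (0.0245), with 1 surrogate variable (0.0229), under DESeq2 with a mean above 10 counts (0.0173), without wild-type replicate 1 (0.0148) and without Tbx20 EH1Mut replicate 3 (0.0407), over corresponding ranges of 0.0173 to 0.114 and 0.0148 to 0.131. Its log2 fold change lay between -0.52 and -0.32 in all of these settings, so none of them reached the 0.585 in either direction that the paper states for genes compared with Tbx20 binding. *Rbp7* did not pass the filter and was called in the 3 settings that tested it, under DESeq2 (0.0144), with no filter (0.0439) and under DESeq2 with a mean above 10 counts (0.0148). *Crabp2* of Fig. 3B was not called, and all 25 genes of that figure were called with upper-quartile scaling, with 1 surrogate variable and under DESeq2 with a mean above 10 counts. DESeq2 with a mean above 10 counts called each of these genes except *Myh7*. The settings with a mean above 10 counts and with the foregut covariate were chosen after seeing the values.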

Other observations

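The tests of neighbouring tissue, of the region around *Tbx20*, of the cardiomyocyte share and of single retinoic acid genes were chosen after the result was seen, and the *Tle* genes and mitochondrial tRNAs were named after their values were seen. Of the 35 splits of the 8 libraries into groups of 4, 1 (the genotypes) gave as many calls as observed, for each count at thresholds of 1, 0.585 and 0.5. It was also 1 for the genes of Fig. 3B and for those of Fig. 3D, but these were chosen by the study on the genotypes of these libraries, so their splits decide nothing. The count at a log2 fold change of 1 was 1485 with the Y-linked level as a covariate and 1818 with the offset on gene length, which argues against the sex of the pooled embryos and gene length as the whole cause. Without wild-type replicate 1 it was 2772.

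Among the other marker lists, the median log2 fold change was 2.17 for hepatic and visceral endoderm genes (3 of 12 called higher, 2 of 35 splits as large), and 0.86 without Tbx20 EH1Mut replicate 2. It was 0.23 for neural tube genes (15 splits), and 0.48 without wild-type replicate 2 or 0.15 without wild-type replicate 4. For neural crest genes it was 1.56 (1 split), and 0.74 without Tbx20 EH1Mut replicate 1. For somite genes it was 1.26 (3 tested, 7 splits), 0.40 without Tbx20 EH1Mut replicate 1 and 2.70 without wild-type replicate 2. Proepicardium genes had -0.14 (32 splits), or 0.23 without wild-type replicate 1, and cardiomyocyte genes -0.059 (2 called each way, 30 splits), or 0.039 without it. None of these lists passed an adjusted p of 0.05 with camera. In wild-type hearts, 6 of 17 hepatic, 7 of 12 neural tube, 4 of 12 neural crest and 2 of 8 somite genes had at least 1 CPM.

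The median was -0.57 for G2 and M phase genes (7 of 12 called lower, 1 split) and -0.61 for S phase genes (8 of 12 called lower, 1 split), with adjusted p of 5.41e-04 and 1.01e-05 from camera. It was 2.05 for retinoic acid-responsive genes (10 of 12 called higher, 3 of the list among the genes the paper names, 1 split). For p53 targets it was -0.14 (3 called higher, 2 lower, 3 splits), or -0.21 without Tbx20 EH1Mut replicate 2 and -0.090 without Tbx20 EH1Mut replicate 3. For Y-linked genes it was -0.21 (18 splits), or -0.51 without Tbx20 EH1Mut replicate 2 and -0.077 without Tbx20 EH1Mut replicate 1.

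The progenitor genes of Fig. 3B could have risen with foregut tissue carried over in dissection. With the foregut marker level as a covariate, 16 of the 25 were called, which argues against foregut tissue as the whole cause. From the libraries alone, other neighbouring tissue cannot be told apart from a change in the heart. Neural tube genes had a median of 0.23 with genes going both ways, while neural crest and somite genes rose without passing the threshold. In the heart tube itself, the paper reports a larger share of cardiomyocytes positive for ISL1 by immunostaining. Its lineage tracing found that most cells of the mutant heart tube carried the second heart field label. The other genes of the list were not located in this way. Of the retinoic acid genes, *Rbp2*, *Hoxb1*, *Nr2f2* and *Cyp26a1*, 4 in all, were called with that covariate, which argues against carry-over of foregut tissue as their whole cause. *Aldh1a2* (log2 fold change 0.38), *Rdh10* and *Crabp1* were not. For these 3 genes the libraries cannot tell foregut tissue from genotype, since the marker level was itself higher in Tbx20 EH1Mut libraries. For *Aldh1a2*, the paper reports a significant rise within the heart tube by RNA-FISH on sections, where carry-over in dissection plays no part.

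A lower share of cardiomyocytes in Tbx20 EH1Mut libraries would lower cardiac genes and raise the genes of all other cell types alike. The erythroid median was -2.07 against 0.57 for endothelial genes, but blood content can change on its own, so these medians cannot decide the question. Cardiomyocyte marker genes had a median of -0.059, with 2 called each way, and so gave no sign of a lower share.

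Variants carried along with the edited chromosome might change genes near *Tbx20*. Of 128 genes tested in a window of 10 Mb on either side, 38 (29.7%) passed an adjusted p of 0.05, against 29.3% of all genes tested. As high a share was found in 64 of 128 other windows, so the window held no excess of changed genes. A share over so many genes cannot reveal changes of a few of them, so such variants are not excluded. Of the genes called at a log2 fold change of 1, 57 (3.07%) lay on the X chromosome. *Xist* was at a log2 CPM of -2.73 in wild-type replicate 2, -0.58 in wild-type replicate 3 and -0.15 in Tbx20 EH1Mut replicate 2, and between 5.12 and 7.90 in the other libraries. Its log2 fold change of 2.47 was not called, and the levels overlapped (exact permutation test, p = 0.171).

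Mitochondrial tRNA genes went against the mitochondrially encoded messages. Of 7 tRNA genes tested on the minus strand, 6 were higher and 5 called higher, with a median log2 fold change of 2.02, and of 12 on the plus strand 1 was called higher and 2 lower. *mt-Tn* and *mt-Tc* had log2 fold changes of 3.02 and 3.02 and *mt-Tp* 1.90, against -1.62 for *mt-Co1* and -1.66 for *mt-Cytb*. The strand setting of the counting is not stated in the paper's text, and no explanation was tested. Of the genes that encode TLE proteins, *Tle4* rose by a log2 fold change of 0.60 (adjusted p = 0.00975 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Tle1* (0.25), *Tle2* (-0.37), *Tle3* (0.34), *Tle6* (-0.056) and *Aes* (-0.046) did not pass the threshold of the same test.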
